# Amino Acid Restriction Impairs Human Endometrial Stromal Cell Decidualization and Is Rescued by Proline Supplementation

**DOI:** 10.1111/jcmm.70821

**Published:** 2025-09-16

**Authors:** Chloe Jang, Cristiana Iosef, Stephen J. Renaud, Victor K. M. Han

**Keywords:** decidua, fetal growth restriction, growth factors, halofuginone, leucine, placenta, preeclampsia, proline

## Abstract

Decidualization is a critical process for successful pregnancy. It is characterised by the transformation of endometrial stromal cells into decidual cells that support embryo implantation and placental development. Maternal amino acid deficiency is linked to impaired decidualization, which can lead to pregnancy complications such as miscarriage, preeclampsia and fetal growth restriction. Halofuginone (HF), a synthetic alkaloid, induces nutritional stress by triggering the amino acid starvation response. This study investigated the effects of HF‐induced nutritional stress and amino acid supplementation on decidualization of human endometrial stromal cells (HESCs). Exposure of HESCs to decidualization agents caused distinct morphological changes and expression of insulin‐like growth factor binding protein‐1 (IGFBP‐1), indicative of successful decidualization. Treatment of HESCs with HF or leucine‐deprived media inhibited the expression of key decidualization markers. Interestingly, supplementation with proline, but not leucine, rescued the inhibitory effects of HF on decidualization of HESCs. HF inhibited the expression of genes encoding growth factors crucial for decidualization, highlighting their sensitivity to amino acid availability, and disrupted transforming growth factor β‐SMAD signalling, which was restored by proline supplementation. These findings highlight the essential role of amino acids, particularly proline, for proper decidualization and suggest potential therapeutic strategies for improved reproductive health.

## 1 Introduction

Maternal nutrition plays a critical role in ensuring a successful pregnancy and optimal fetal growth and development [1]. Inadequate protein intake restricts amino acid availability, impairing placental function and nutrient transport to the fetus with lasting consequences for the offspring [2]. The decidua is a specialised uterine mucosal layer derived from the endometrium that forms the base of the placental bed. Decidualization, a dynamic process initiated during the luteal/secretory phase of the menstrual cycle and augmented if fertilisation occurs, is essential for implantation and maintaining a healthy pregnancy. Defects in this process are implicated in recurrent spontaneous abortion [3], fetal growth restriction [4] and preeclampsia [5]. Previous studies highlight the importance of amino acid availability for human decidual cell function, notably regarding branched‐chain amino acids and L‐tryptophan [6, 7], and glutamic acid for decidualization in mice [3]. However, the impact of amino acid restriction on the decidualization process is not well understood.

Decidualization in humans is initiated in response to changes in cyclic adenosine monophosphate (cAMP) and progesterone‐driven steroid hormone signalling. During this process, human endometrial stromal cells (HESCs) undergo a morphological shift from fibroblast‐like cells to polygonal epithelioid cells [8]. This is associated with dynamic changes in the expression of genes associated with epithelial to mesenchymal transition (EMT) [9], as well as signalling through growth factors. For instance, vascular endothelial growth factors (VEGF) and platelet‐derived growth factors (PDGF) promote decidual cell motility [10], and proangiogenic factors such as VEGF, hepatocyte growth factor (HGF) [11], fibroblast growth factors (FGF) [12] and angiopoietins (ANGPT) [12] support endovascular remodelling. Decidual stromal cells are also the primary source of maternal insulin‐like growth factor‐binding protein‐1 (IGFBP‐1) during pregnancy in most mammals, including humans [13]. IGFBP‐1 is a hallmark of HESC decidualization and plays a key role in embryo implantation and cellular growth by sequestering IGFs, thereby preventing their interaction with receptors and reducing their growth‐promoting activity [14]. Prolactin (PRL) is also produced by decidual stromal cells to support placentation, maternal adaptations and immunomodulation [15]. Transcription factors heart and neural crest derivatives expressed 2 (HAND2) and forkhead box O1 (FOXO‐1) are upregulated during decidualization and regulate *IGFBP‐1* and *PRL* expression [8].

The transforming growth factor β (TGFβ) superfamily, including TGFβ1‐3, activin, nodal and bone morphogenetic proteins (BMPs), regulates decidualisation by influencing endometrial cell growth, adhesion, migration and cell fate (reviewed in [16]). Binding of TGFβs or BMPs to their cognate receptors leads to phosphorylation of SMAD2/3 (for TGFβ) or SMAD1/5/8 (for BMP), which then complex with SMAD4 to regulate gene expression. In *Smad3*‐null mice, decidualisation is severely compromised, and genetic depletion of *Smad2* and *Smad3* in mouse decidual cells reduces the expression of decidual prolactin‐related protein, which is a decidualisation marker in mice [17]. In humans, the role of SMAD2 and SMAD3 in decidualisation is not well understood.

Amino acid restriction triggers stress responses to adapt to nutrient scarcity. Since TGFβ‐SMAD signalling has nutrient‐sensing roles [18] and is crucial for decidualisation, we hypothesised that amino acid restriction influences HESC differentiation through this pathway. We used Halofuginone (HF), an alkaloid from *Dichroa febrifuga*, as a well‐recognised agent to simulate amino acid restriction and induce an intracellular stress response [19]. HF inhibits prolyl‐tRNA synthetase, causing uncharged tRNA accumulation and mimicking amino acid scarcity [20]. We found that HF impaired decidualisation, which was restored by proline but not leucine supplementation. HF inhibited TGFβ‐SMAD signalling, which was also rescued by proline. These findings highlight the importance of amino acid sensing pathways in decidual formation, offering insights into pregnancy complications linked to maternal protein restriction.

## 2 Materials and Methods

### 2.1 In Vitro Decidualization of HESCs

Immortalised HESCs from Applied Biological Materials (T0533, Richmond, BC, Canada) or American Type Culture Collection (ATCC, CRL‐4003, Manassas, VA, USA) were maintained in phenol red‐free DMEM/F12 (1:1) media (21041‐025, Gibco, Billings, MT, USA) with 10% fetal bovine serum (FBS; Gibco), 100 U/mL penicillin and 100 μg/mL streptomycin (Gibco). Cells were passaged before confluence using 0.05% Trypsin–EDTA (Gibco). For decidualisation, cells were seeded at 4 × 10^4^ cells/mL in a 6‐well plate, and media were replaced the next day with control or decidualisation media. Control medium consisted of phenol red‐free DMEM/F12 with 2% dextran‐coated charcoal‐stripped FBS, 100 U/mL penicillin and 100 μg/mL streptomycin. To prepare decidualisation medium, 1 μM medroxyprogesterone (MPA; Cayman Chemicals, Ann Arbour, MI, USA) and 0.5 mM 8‐Br‐cAMP (Cayman Chemicals) were added to control medium. Media were replenished every 48 h. Cells were cultured in a humidified incubator with 5% CO₂ at 37°C.

### 2.2 Cell Treatments and Viability

HESCs were treated with HF (50 or 100 nM, 13370, Cayman Chemicals) for up to 8 days in decidualization medium. To assess amino acid supplementation, 2 mM proline (Cayman Chemicals) or leucine (Sigma‐Aldrich) was added, with or without HF. For leucine deprivation experiments, HESCs were decidualized for 6 days in leucine‐replete (450 μM) or leucine‐depleted (0 μM) medium. This medium was prepared from DMEM/F‐12 (D9785, Sigma‐Aldrich, Oakville, ON, Canada) by supplementing the missing amino acids to match standard DMEM/F‐12 composition, except for leucine, which was either added at 450 μM (equivalent to standard DMEM/F‐12) or omitted entirely (0 μM). Viability was measured by 3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide (MTT) assay (Sigma‐Aldrich).

### 2.3 Immunofluorescence

HESCs were seeded at 2 × 10^4^ cells/mL in chamber slides precoated with 0.2% (w/v) gelatin in Dulbecco's PBS (dPBS). After 6 days of decidualisation, cells were fixed with cold acetone. Then, fixed cells were rehydrated with dPBS and permeabilised with 0.02% Triton X‐100. After blocking with fish serum, primary antibodies (mouse IGFBP‐1, rabbit Vimentin, rabbit SMAD4; details in Table S1) were incubated overnight at 4°C. The next day, species‐appropriate, fluorophore‐conjugated secondary antibodies were applied, followed by staining with DyLight 554 Phalloidin and Hoechst 33342, and mounted with Fluoromount‐G (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.4 Luciferase Assays

TGFβ‐SMAD signalling was assessed by transfecting HEK293T cells (CRL‐3216, ATCC) with a plasmid encoding nano‐luciferase downstream of a minimal promoter containing SMAD‐binding elements (SBE; CS177101, pNL[NlucP/SBE/Hygro], Promega, Madison, United States). HEK293T cells were seeded at 4 × 10^5^ cells/mL, transfected with ViaFect (Promega) for 24 h, and then treated for 2 h with 100 nM HF, 2 mM proline, 2 mM leucine and 50 ng/mL TGFβ1 (ab50038, Abcam, Cambridge, UK) alone or in various combinations. Luciferase activity was measured using the Nano‐Glo Luciferase Assay System (Promega) on a Victor3 microplate reader (PerkinElmer, Waltham, MA, USA).

### 2.5 Quantitative Reverse Transcriptase PCR (qRT‐PCR)

RNA was extracted using TRIzol (Thermo Fisher). RNA (500 ng) was reverse‐transcribed using the High‐Capacity cDNA Reverse Transcription kit (Thermo Fisher). The cDNA was diluted 1:10 and amplified with SensiFAST SYBR Lo‐ROX PCR Master Mix (FroggaBio, Toronto, ON, Canada) and primers (Table S2) on a CFX Connect Real‐Time PCR system (Bio‐Rad, Mississauga, ON, Canada). Cycling conditions included 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min, with a dissociation phase. Relative mRNA expression was calculated using the ΔΔCt method with *YWHAZ*, *ACTB*, and *GAPDH* as reference RNAs.

### 2.6 Enzyme‐Linked Immunosorbent Assay (ELISA)

IGFBP‐1 levels in culture media were quantified using an ELISA kit (DGB100, Biotechne R&D Systems, Minneapolis, MN, USA) with a sensitivity of 13.8 pg/mL. The kit detects free IGFBP‐1 but not IGFBP‐1 bound to IGF‐1 or IGF‐2. IGFBP‐1 concentrations were interpolated from a standard curve using recombinant IGFBP‐1.

### 2.7 Western Blotting

Conditioned media were collected, mixed with sample buffer (30% glycerol, 0.5 M Tris–HCl pH 6.8, 12% SDS), and heated at 90°C for 8 min. Equal protein amounts were loaded onto SDS‐polyacrylamide gels. Separated proteins were transferred to nitrocellulose membranes. Membranes were blocked with 5% skim milk and incubated overnight with primary antibodies (Table S1). IGFBP‐1 was detected using mouse monoclonal IGFBP‐1 6303 SP‐5, while phosphorylated IGFBP‐1 (Ser101) was detected using a custom antibody described previously [21]. Following incubation with peroxidase‐labelled secondary antibodies, bands were visualised using Clarity Max Western ECL substrate and imaged with the VersaDoc system (Bio‐Rad, Mississauga, ON, Canada). Densitometry was performed using Image Lab software (Bio‐Rad). Intracellular protein was collected in cell lysis buffer (Cell Signalling Technology, Danvers, MA, USA) containing protease and phosphatase inhibitors (Sigma‐Aldrich) and then quantified using the Bradford assay (Bio‐Rad) using OD 595 nm absorbance compared to a standard curve generated using known concentrations of bovine serum albumin. All values were normalised to the control, which was assigned a value of 1.0.

### 2.8 RNA Sequencing and Analysis

RNA was purified using TRIzol, followed by 70% ethanol dilution and purification on RNeasy columns with DNase I treatment to remove residual DNA contamination (Qiagen, Toronto, ON, Canada). RNA integrity was determined using an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All samples had an RNA integrity number > 9. Libraries were prepared using the Illumina Stranded mRNA Prep Kit. Sequencing was performed on an Illumina NovaSeq S4 platform Xp protocol with 100‐bp paired‐end reads, targeting ~25 M reads per sample (Illumina, San Diego, CA, USA). Data were analysed using Partek Flow (Illumina) and aligned to the human genome (GRCh38) using STAR 2.7.8a and annotated using hg38 Ensembl transcripts release 110. Features with fewer than 8 reads were filtered out. Normalisation was done by counts per million (cpm) plus 1.0. Differentially expressed genes (DEGs) were identified with an adjusted *p*‐value < 0.05 and Log2FC ≥ 1. Pathway analysis was performed using iPathway Guide, which retrieves from Kyoto Encyclopedia of Genes and Genomes (KEGG), Gene Ontology and BioGRID databases. Hallmark gene sets were visualised with SRplot [22] and TGFβ signalling genes (has04350) were analysed using Morpheus and STRING.

### 2.9 Data Presentation and Statistical Analysis

For RNA sequencing, statistical analysis was described above. For other experiments, comparisons between two groups were made using Student's *t*‐test, while comparisons of three or more groups were assessed using one‐way analysis of variance (ANOVA) with Tukey's post hoc test. A *p* value < 0.05 was considered statistically significant. GraphPad Prism 6.0 was used for graphing and statistical analyses, and each experiment was repeated at least three times.

## 3 Results

### 3.1 Validation of HESC Decidualization

To confirm that HESCs decidualised in the presence of MPA and 8‐Br‐cAMP, immunofluorescence for Vimentin, an intermediate filament protein, and IGFBP‐1 was conducted on HESCs following 6 days culture in control or decidualisation medium (Figure 1A). Cells cultured in decidualisation medium exhibited a more condensed epithelioid shape, unlike the elongated fibroblastic morphology of undecidualised HESCs. When cultured in decidualisation medium, levels of IGFBP‐1 were increased and fewer cells were observed, which is consistent with reduced cell cycle progression during differentiation (Figure 1A). Using western blotting, increased IGFBP‐1 and phosphorylated IGFBP‐1 (Ser101) were detectable in conditioned media from HESCs cultured in decidualisation medium, with peak levels on days 6 and 8 (Figure 1B). Furthermore, the expressions of *IGFBP‐1*, *PRL*, *FOXO1* and *HAND2* were increased in cells cultured in decidualisation medium (Figure 1C), confirming robust decidualisation of HESCs upon exposure to MPA and 8‐Br‐cAMP.

**FIGURE 1:**
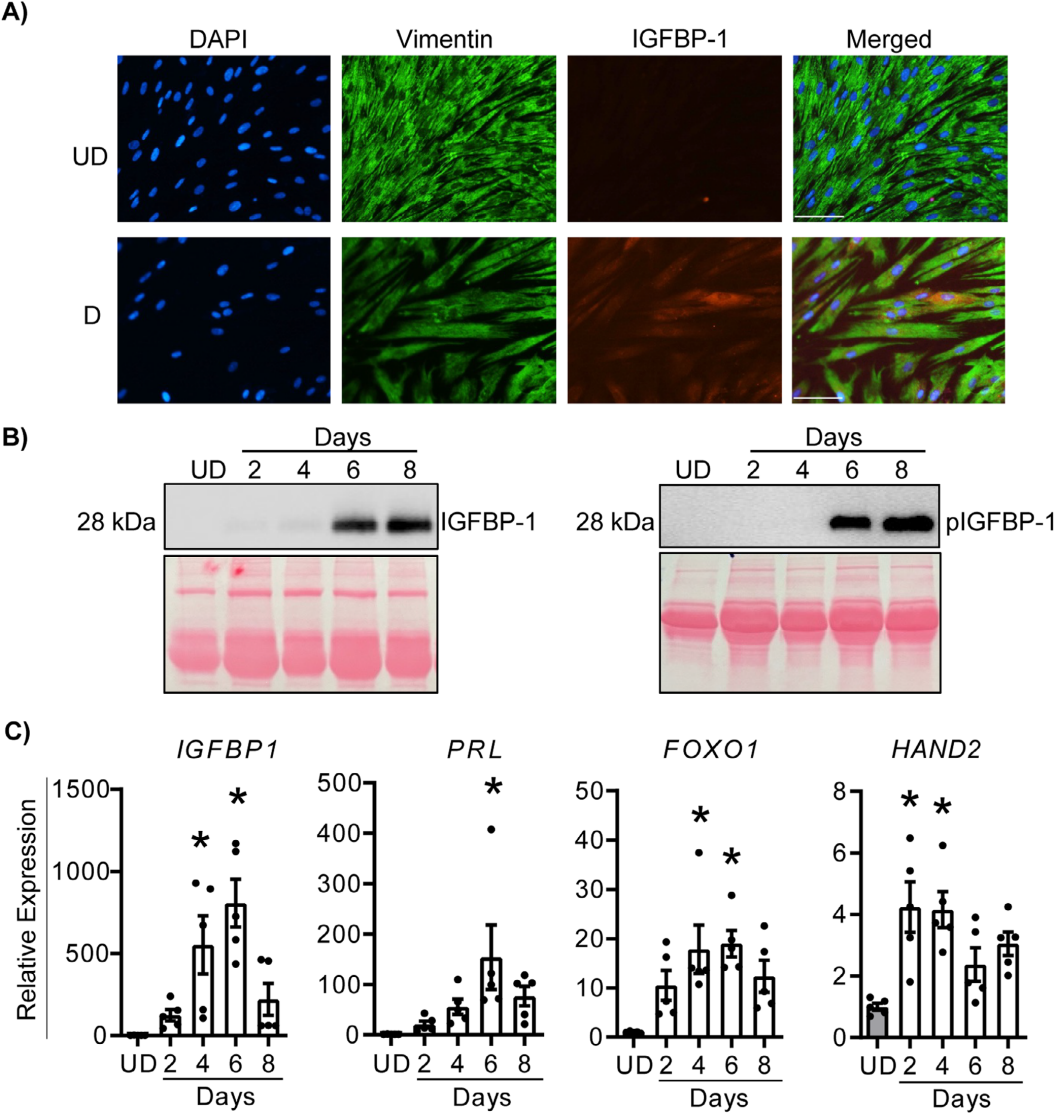
Decidualisation of HESCs. (A) Immunofluorescence for Vimentin and IGFBP‐1 in HESCs cultured in the presence of 0.5 mM 8‐Br‐cAMP and 1 μM MPA (decidualization media), (D) for 6 days. HESCs cultured without 8‐Br‐cAMP and MPA (undecidualized, UD) were used as controls. Nuclei were counterstained using DAPI. The scale bar represents 100 μm. (B) Western blot showing total and phosphorylated (Ser101) IGFBP‐1 in media conditioned by HESCs cultured in UD media or decidualisation media for up to 8 days. Ponceau stains show equal loading of the gels. (C) Transcript levels of *IGFBP1*, *PRL*, *FOXO1* and *HAND2* in HESCs cultured in UD or D media for up to 8 days. Data are presented as mean ± SEM. Asterisks represent statistical significance (*; *p* < 0.05) versus UD based on one‐way ANOVA with Tukey's multiple comparisons test. *N* = 3 for panels (A) and (B). *N* = 5 independent samples for panel (C). HESCs, human endometrial stromal cells.

### 3.2 HF Inhibits Decidualization of HESCs

To determine whether activating the amino acid starvation response modulates decidualisation of HESCs, cells were cultured in decidualisation medium and treated with 50 or 100 nM HF for 8 days (Figure 2A). IGFBP‐1 and phosphorylated IGFBP‐1 levels in conditioned media decreased in a dose‐dependent manner, as measured by ELISA (Figure 2B; *p* < 0.05) and western blotting (Figure 2C,D; *p* < 0.05). Furthermore, the expressions of *IGFBP1*, *PRL* and *FOXO1* were significantly reduced in HESCs treated with HF (*p* < 0.05), while *HAND2* expression was unaffected (Figure 2E). These results indicate that HF likely impairs decidualisation through mechanisms independent or downstream of *HAND2*.

**FIGURE 2:**
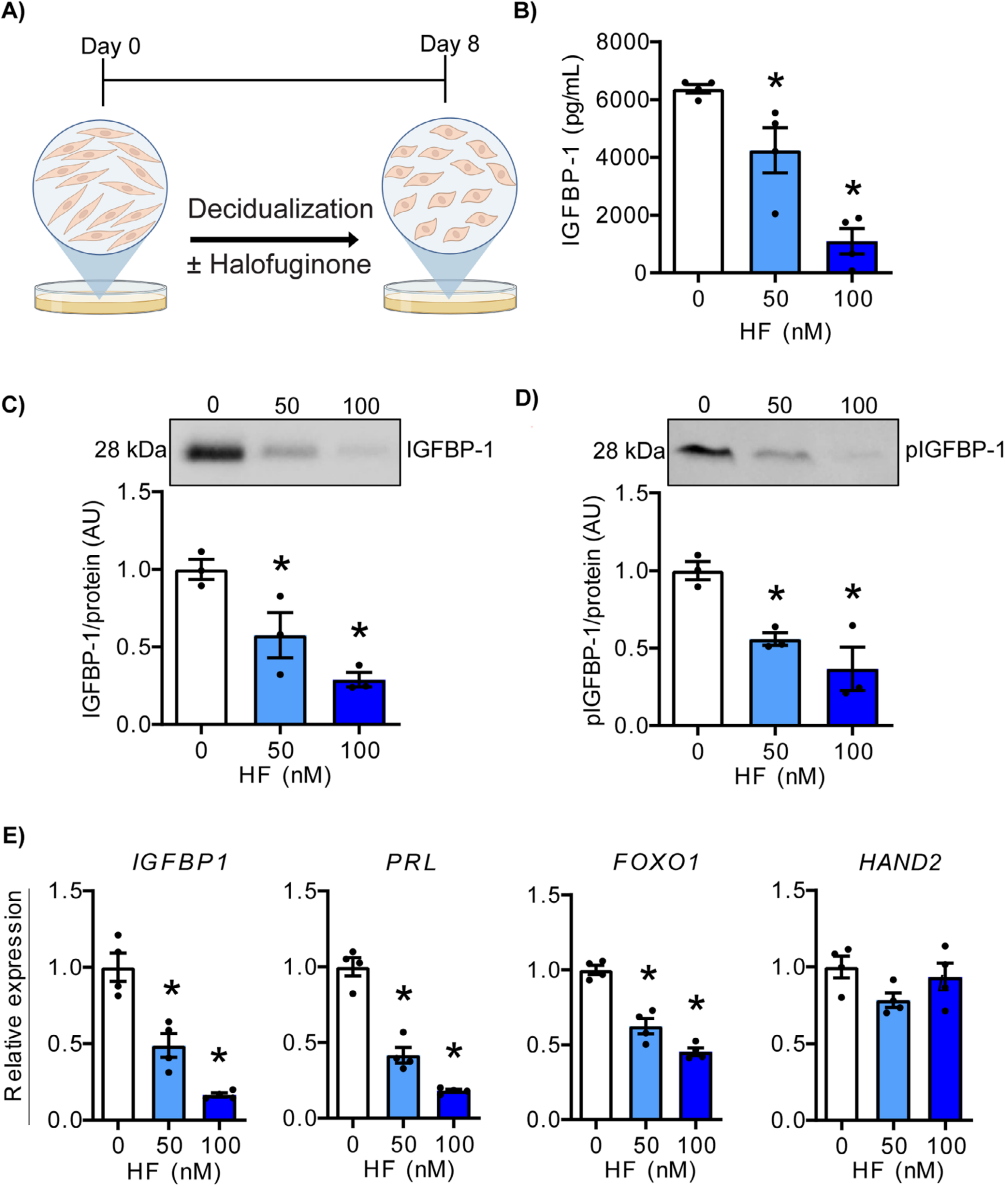
HF inhibits IGFBP‐1 secretion and decidualisation in HESCs. (A) Schematic of experimental design. HESCs were treated with decidualising agents for 8 days in the presence or absence of HF at doses of 50 or 100 nM. Created in BioRender (https://BioRender.com/4c2ulat). (B) Quantification of secreted IGFBP‐1 was performed using ELISA. (C, D) Representative western blots of (C) IGFBP‐1 and (D) phosphorylated (Ser101) IGFBP‐1 in media conditioned by HESCs cultured in the presence or absence of HF. (E) Relative transcript levels of *IGFBP1*, *PRL*, *FOXO1*, and *HAND2* in HESCs cultured in the presence or absence of HF. Data are presented as mean ± SEM. Asterisks represent statistical significance (*; *p* < 0.05) versus controls (0 HF) based on one‐way ANOVA with Tukey's multiple comparisons test. *N* = 3 independent replicates for panels (B)–(D), *N* = 4 independent replicates for panel (E). HESCs, human endometrial stromal cells; HF, halofuginone.

### 3.3 Proline but Not Leucine Supplementation Rescues Decidualisation of HESCs in the Presence of HF

As HF acts by competing with proline for binding to glutamyl‐prolyl‐tRNA synthetase and blocking prolyl‐tRNA charging, we next determined whether the decidualization of HESCs could be rescued by proline supplementation to outcompete HF for binding to tRNA synthetase. Supplementation of cells with the neutral amino acid leucine was used as a negative control. HESCs were cultured in decidualization medium and treated with or without HF (100 nM) for 8 days, in the presence of either 2 mM proline or 2 mM leucine. In comparison to HF treatment alone, HESCs cultured in decidualization medium and treated with both HF and proline had increased levels of total IGFBP‐1 and phosphorylated IGFBP‐1 (both *p* < 0.05) in conditioned media, with levels comparable to that of HESCs not exposed to HF. This rescue effect was not observed when HESCs were treated with HF supplemented with leucine (Figure 3A,B). Notably, supplementation with proline or leucine in the absence of HF had no effect on levels of IGFBP‐1 or phosphorylated IGFBP‐1, and there were no changes in the number of viable cells between different treatment conditions (Figure S1). Supplementation with proline, but not leucine, restored the expression of *IGFBP1*, *PRL* and *FOXO1* in HF‐treated cells to levels comparable with controls (Figure 3C, all *p* < 0.05).

**FIGURE 3:**
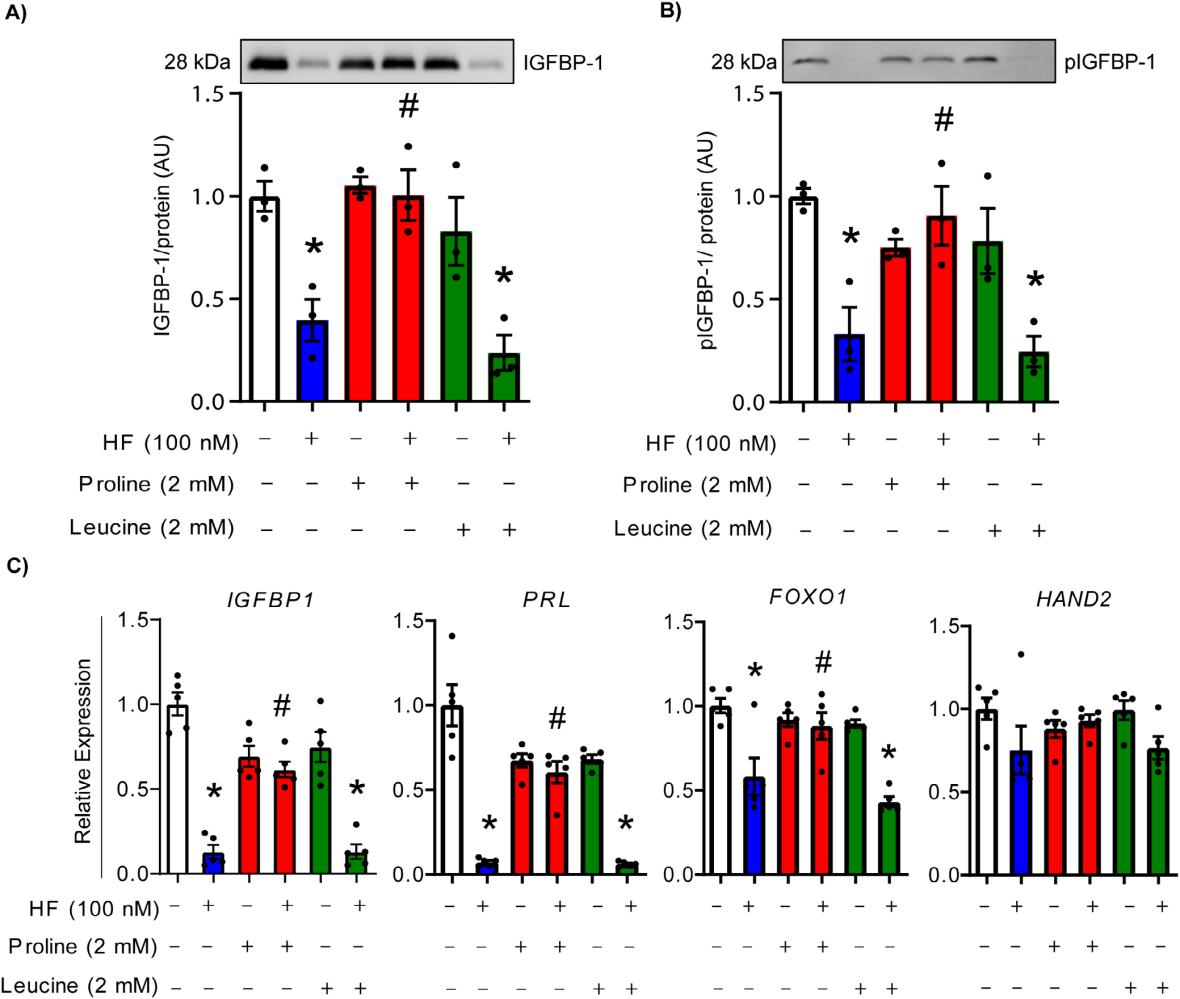
Proline supplementation rescues IGFBP‐1 secretion and decidualisation following HF treatment. HESCs were cultured in decidualisation media and treated with 100 nM HF for 8 days in the presence or absence of 2 mM Proline or Leucine. (A, B) Representative western blots are shown for levels of (A) IGFBP‐1 and (B) phosphorylated (Ser101) IGFBP‐1 in conditioned media. (C) Quantitative RT‐PCR was used to assess the expression of *IGFBP1*, *PRL*, *FOXO1* and *HAND2*. Data are presented as means ± SEM. Asterisks represent statistical significance versus untreated cells (*; *p* < 0.05), and number signs represent statistical significance when comparing HF‐treated cells to those supplemented with Proline or Leucine (#; *p* < 0.05), based on one‐way ANOVA with Tukey's multiple comparisons test. *N* = 3 independent replicates for panels (A) and (B), *N* = 5 independent replicates for panel (C). HESCs, human endometrial stromal cells; HF, halofuginone.

To determine whether the inhibitory effect on decidualization is specific to proline deficiency or applies more broadly to amino acid insufficiency, we examined the effects of leucine deprivation on HESC decidualization. HESCs were cultured in leucine‐replete (450 μM) or leucine‐depleted (0 μM) decidualization medium for 6 days. Similar to HF treatment, leucine deprivation significantly impaired decidualization, reducing IGFBP‐1 secretion and *IGFBP1*, *PRL* and *FOXO1* expression (Figure S2). These findings suggest that while HF exerts its effects through proline‐specific mechanisms, decidualization requires a broad availability of amino acids and is generally inhibited by the deficiency of certain amino acids such as leucine.

### 3.4 HF Inhibits Decidualisation and Influences Pathways Regulating Decidual Cell Function and Response to Stress

To gain mechanistic insight into how HF disrupts the early stages of HESC decidualization, we performed RNA sequencing on cells cultured in control or decidualization medium for 4 days with or without HF. 

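RNA from 4 groups of HESCs was sequenced after 4 days in culture. The cells are an immortalized line of human endometrial stromal cells, the fibroblast-like cells of the uterine lining that become secretory decidual cells in response to progesterone and cAMP. The groups were cells in control medium (UD), cells in decidualization medium with 0.5 mM 8-Br-cAMP, a stable form of cAMP, and 1 μM MPA, a synthetic progestin (D), and cells in each medium with 100 nM HF (UD HF and D HF). HF occupies the proline site of glutamyl-prolyl-tRNA synthetase, so that the charging of tRNA with proline is blocked. Each group had 3 libraries, made from polyadenylated RNA with a kit that keeps the strand. The paper's text does not say whether the 3 libraries of a group came from separate cultures. P-values here measure only the spread between these libraries. The authors aligned the reads to GRCh38 with STAR 2.7.8a and assigned them to Ensembl transcripts in Partek Flow. They removed features with fewer than 8 reads and deposited CPM, the count of a gene scaled to the total of its library, plus 1.0 for 19458 genes. The 1.0 was subtracted to give CPM. The deposited values list no read totals, so the depth was estimated from the smallest step between low values in each library. It was 30765623 to 32525989 (median 32011493) reads in UD, 31530046 to 36822076 (median 34964510) in UD HF, 32902423 to 38028969 (median 37722090) in D and 20094444 to 31453186 (median 30433461) in D HF. The target stated in the paper was about 25 M reads. Tests used limma on log2(CPM + 1) over the 18043 genes with at least 8 estimated reads in at least 3 of the 12 libraries, with all groups in 1 fit. A log2 fold change is thus a difference of mean log2(CPM + 1), which understates the change of genes with low CPM. A gene is said to have risen or fallen where its adjusted p was under 0.05, and to be a DEG where its absolute log2 fold change was also at least 1, which are the thresholds of the paper. Of all 18043 genes, 2949 rose and 4223 fell in D versus UD, and 5556 rose and 2390 fell in D HF versus D. In UD HF versus UD 3961 rose and 2762 fell, and in D HF versus UD HF 3734 rose and 3521 fell. Counts of genes that rose or fell in a list stand beside these. Values are given as mean ± SD over 3 libraries. Gene lists, the rule for the genes named in the text and most alternative settings were fixed before the data were examined. The lists were written from general knowledge and are not the hallmark or KEGG gene sets themselves.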

The gene expression profiles of HF‐treated cells (in both control and decidualization medium) closely resembled those of undecidualized cells. In contrast, cells in decidualization medium without HF showed distinct profiles (Figure 4A). 

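Lists of decidualization went both ways in D HF against UD. Of 15 targets of cAMP and CREB, 14 rose and 1 fell (14 and 1 when adjusted over the list alone). Of 14 targets of the progesterone and glucocorticoid receptors, 11 rose and 1 fell (11 and 1 when adjusted over the list alone). Of 28 decidual secreted and marker genes, 7 rose and 9 fell (8 and 9 when adjusted over the list alone), and of 17 genes that Table S3 gives as lower with HF, which the study took from these libraries, 3 rose and 8 fell (4 and 8 when adjusted over the list alone). *FOXO1*, a transcription factor of decidual differentiation, was higher in D HF than in UD by a log2 fold change of 2.46 (standard error 0.31, adjusted p = 2.4e-05 from limma). *IGF1*, a growth factor gene, had a log2 fold change between D HF and UD of -0.19 (adjusted p = 0.66 from limma). Of 60 genes of G2 and mitosis, 59 fell in D HF against UD and 59 fell in UD HF against UD. Over all genes tested, the mean Euclidean distance between libraries on log2(CPM + 1) was 94.8 from D HF to UD, 78.1 from D HF to D and 78.0 from D HF to UD HF. UD HF lay at 83.4 from UD and at 104 from D. Libraries within a group lay 35.2 to 38.9 apart on average. The ratio of the distance of D HF to UD over its distance to D was 1.21, and it was 1.11 to 1.36 for single D HF libraries. On CPM + 1 without the log the ratio was 0.644, so that D HF was then nearer to UD. The first principal component held 41.9% of the variance and the second 33.8% on log2(CPM + 1). These distances are descriptions with no test.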

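Decidual genes were high in D. *FOXO1* was 105 ± 37.0 CPM (SD, n = 3) in D and 3.34 ± 1.45 CPM in UD, a log2 fold change of 4.6 (standard error 0.31, adjusted p = 1.5e-07 from limma). *HAND2*, a progesterone-induced transcription factor, rose by 2.19 (standard error 0.15, adjusted p = 1.8e-07 from limma). *IGFBP1*, which encodes the secreted marker IGFBP-1, is listed at 0 in all 3 UD libraries, and in D its libraries stood at 8.76, 0.790 and 24.0 CPM. *PRL*, which encodes prolactin, is listed at 0 in UD, UD HF and D HF, and stood at 3.08, 0.334 and 2.54 CPM in D. With HF in decidualization medium, *FOXO1* fell to 22.6 ± 6.67 CPM, a log2 fold change of -2.14 (standard error 0.31, adjusted p = 0.00013 from limma). *HAND2* changed by -0.97 (standard error 0.15, adjusted p = 0.00021 from limma) and *IGFBP1* by -2.55 (standard error 0.63, adjusted p = 0.0056 from limma) in the same comparison. *IGFBP1* lies on chromosome 7 of GRCh38 from 45888360 to 45893660, *FOXO1* on chromosome 13 of GRCh38 from 40555667 to 40666641, and *HAND2* on chromosome 4 of GRCh38 from 173524969 to 173530229. Of 28 secreted and marker genes of decidual cells, 18 rose and 2 fell in D against UD (18 and 3 when adjusted over the list alone). Examples are *FKBP5*, a chaperone of steroid receptors, at 3.69 (adjusted p = 1.5e-08 from limma) and *ZBTB16* at 3.38 (adjusted p = 1.2e-08 from limma), while *IGFBP5* was lower at -3.99 (adjusted p = 0.00050 from limma). Of the targets of cAMP and CREB, 13 of 15 rose and 0 fell (13 and 0 when adjusted over the list alone; camera adjusted p = 3.8e-11, adjusted p = 0.024 with an estimated correlation). Of the targets of the progesterone and glucocorticoid receptors, 13 of 14 rose and 0 fell (13 and 0 when adjusted over the list alone; camera adjusted p = 5.1e-11, adjusted p = 0.024 with an estimated correlation). These were the 2 of 125 list calls of camera, over all comparisons, that held with an estimated correlation. For the decidual secreted and marker genes the camera adjusted p was 1.0e-06, and adjusted p = 0.31 with an estimated correlation. In D HF against D, 1 of these genes rose and 20 fell (1 and 22 when adjusted over the list alone; Fisher's exact test for DEGs, adjusted p = 3.5e-11). The fall of *IGFBP1* with HF did not pass with limma-voom on estimated reads (adjusted p = 0.12; 9.8e-06 to 0.12 over all alternatives).

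**Figure D1:**
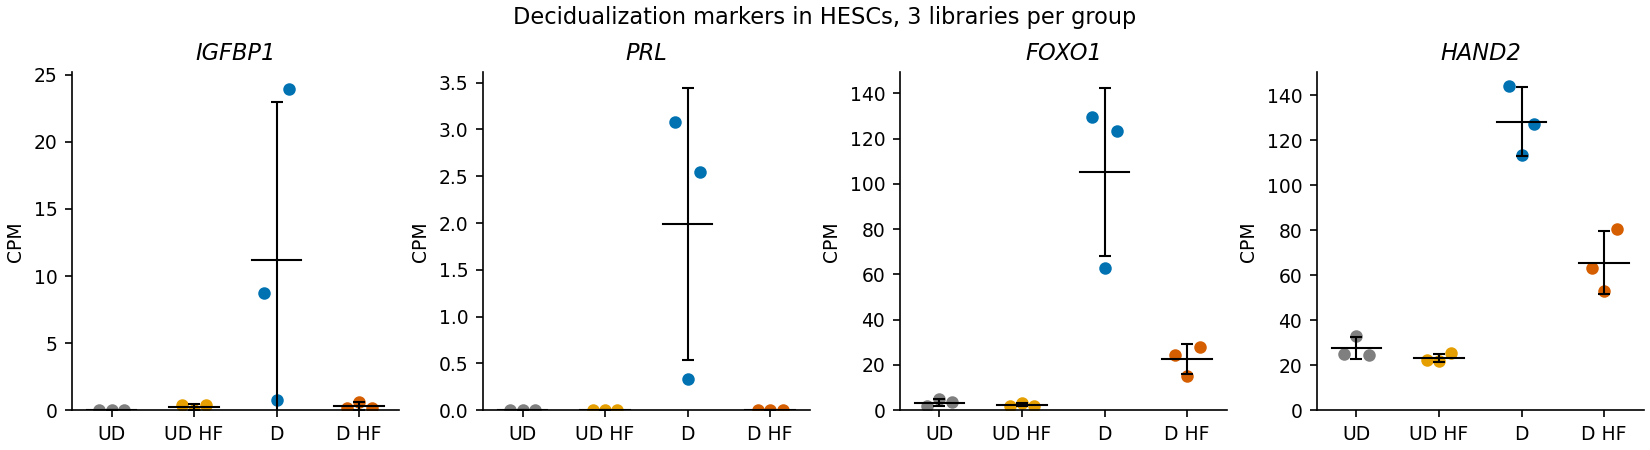
CPM of IGFBP1, PRL, FOXO1 and HAND2 in each library of UD, UD HF, D and D HF, with CPM on the vertical axis of each panel and the group on the horizontal axis. Points are libraries and bars show the mean ± SD of 3; the D libraries of IGFBP1 range from 0.790 to 24.0 CPM, and the UD libraries are at 0.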

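The genes with a symbol that rose most in D against UD, with log2 fold changes from limma, were *ADRA2C*, an adrenergic receptor (6.95), *CRISPLD2*, a secreted glucocorticoid-responsive protein (5.19), *PDE10A*, a phosphodiesterase of cyclic nucleotides (4.66), and *IL1R1*, the receptor of interleukin 1 (4.61). *RCAN2* (-4.42) and *SLIT2* (-4.09) were among the genes that fell most. In D HF against D, *CLGN*, a chaperone of the endoplasmic reticulum (4.02), *NIBAN1*, a stress-induced gene (3.82), and *ANGPTL4* (3.53) rose most, while *CEMIP*, which takes part in the breakdown of hyaluronan (-4.64), *CORIN*, a serine protease made by decidual cells (-4.48), and *CCN4* (-4.40) fell most. In UD HF against UD *MAMDC2* (4.53) and *GDF15*, a stress cytokine (4.18), rose most, and *NPTX1* (-5.54) and *LRRC17* (-4.39) were among the 10 that fell most. In D HF against UD HF the leading genes were *ADRA2C* (4.63), *CSGALNACT1* (4.49) and *PDE10A* (4.12) upwards, and *HDAC9* (-3.81), *IFIT2* (-3.31) and *RCAN2* (-3.21) downwards. All of these genes had an adjusted p under 0.05 from limma, and all 3 libraries of a group stood above all 3 of the other, which chance gives for 10% of genes with 3 against 3. Over 18043 genes limma gave 1359 DEGs in D versus UD (602 higher and 757 lower), 1011 DEGs in D HF versus D (441 higher and 570 lower), 1170 DEGs in UD HF versus UD (480 higher and 690 lower) and 1191 DEGs in D HF versus UD HF (664 higher and 527 lower). At the same thresholds the authors' deposited table lists 1368, 1036, 1177 and 1197 DEGs in these comparisons. Of the DEGs of limma, 1346, 997, 1154 and 1178 were also called with the p-values of the authors' deposited table, adjusted over the genes tested here. In D versus UD 44.3% of the DEGs were higher on CPM, 50.3% with TMM and 51.1% with median-of-ratios scaling. The share in D HF versus D was 43.6% on CPM, 26.5% with TMM and 26.0% with median-of-ratios scaling. In UD HF versus UD it was 41.0% on CPM, 34.5% with TMM and 34.5% with median-of-ratios scaling, and in D HF versus UD HF 55.8% on CPM, 54.8% with TMM and 54.9% with median-of-ratios scaling. The median log2 fold change of all genes in D HF versus D was 0.12 on CPM and 0.0024 with TMM scaling.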

The number of DEGs between groups is presented in Figure 4B. 

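Most of the cell cycle genes listed fell in D against UD. Of 60 genes of G2 and mitosis, 0 rose and 58 fell (0 and 58 when adjusted over the list alone), and 53 of them were DEGs. *MKI67*, the proliferation marker Ki-67, went from 110.4 ± 20.9 CPM in UD to 0.791 ± 0.193 CPM in D, a log2 fold change of -5.95 (standard error 0.27, adjusted p = 9.3e-09 from limma). *KIF20A*, a mitotic kinesin, changed by -4.72 (adjusted p = 2.0e-09 from limma) and *CDC20*, an activator of the anaphase-promoting complex, with a log2 fold change of -4.32 (adjusted p = 3.6e-08 from limma). Of 60 genes of S phase and targets of E2F, 0 rose and 54 fell (0 and 55 when adjusted over the list alone). *RRM2*, a subunit of ribonucleotide reductase, was at -4.74 (adjusted p = 3.0e-08 from limma) and *TK1*, thymidine kinase, at -3.52 (adjusted p = 3.2e-08 from limma). Both lists were enriched among the DEGs (Fisher's exact test, adjusted p = 2.2e-50 and 1.3e-26). The direction of the G2 and mitosis list had a camera adjusted p = 1.2e-37, adjusted p = 0.16 with an estimated correlation. That of the S phase list had a camera adjusted p = 3.6e-22, adjusted p = 0.21 with an estimated correlation. Of 48 genes of NF-kB and the inflammatory response, 4 rose and 10 fell (4 and 10 when adjusted over the list alone). This list was not enriched (Fisher's exact test, adjusted p = 0.097). *IL1R1* rose in this list, and *PTX3*, a secreted pattern recognition protein, fell, with a log2 fold change of -3.75 (adjusted p = 5.8e-06 from limma), as did *FOSL1*, a subunit of AP-1, at -1.84 (adjusted p = 3.0e-06 from limma). With the replicate number as a block, 20 of these genes fell, and 18 fell without UD replicate 2 and 17 without UD HF replicate 2. Of 33 genes of the oestrogen response, 8 rose and 10 fell (8 and 11 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.018). *IGFBP4*, a binding protein of insulin-like growth factors, was higher at 2.04 (adjusted p = 1.5e-06 from limma), and *KRT19*, an epithelial keratin, was lower at -2.28 (adjusted p = 0.00020 from limma).

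**Figure D2:**
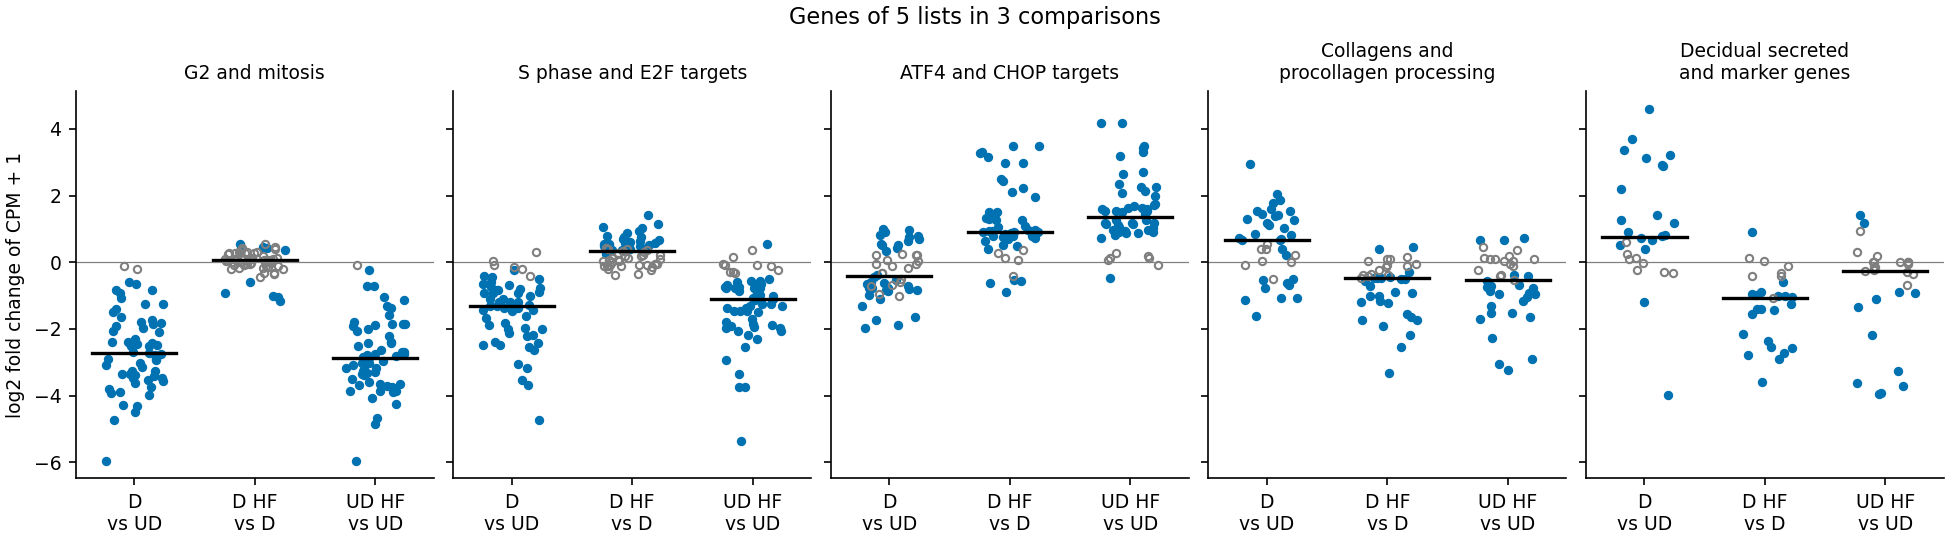
Log2 fold changes on log2(CPM + 1) of the members of 5 gene lists in D versus UD, D HF versus D and UD HF versus UD. Each point is a gene, filled where its adjusted p was under 0.05 and open where it was not, and the black line is the median of the list; in D versus UD 58 of the 60 G2 and mitosis genes fell and 23 of the 40 collagen genes rose.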

Pathway analysis highlighted an enrichment of processes involved in cell cycle regulation, inflammatory responses and oestrogen signalling in cells undergoing decidualization. Pathways enriched in both decidualized and undecidualized cells treated with HF included angiogenesis, mechanistic target of rapamycin complex 1 (mTORC1) signalling, and the unfolded protein response. 

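HF changed genes of the unfolded protein response, mTORC1 signalling and angiogenesis in both media. Of 55 genes of the unfolded protein response, 32 rose and 6 fell in D HF against D (34 and 6 when adjusted over the list alone). In UD HF against UD 26 rose and 10 fell (27 and 11 when adjusted over the list alone). *ATF3*, a stress-induced transcription factor, rose by a log2 fold change of 2.98 (standard error 0.42, adjusted p = 0.00011 from limma) in decidualization medium and by 3.48 (standard error 0.42, adjusted p = 3.9e-05 from limma) in control medium. Of 90 genes of mTORC1 signalling and anabolism, 53 rose and 12 fell in D HF against D (54 and 14 when adjusted over the list alone). In control medium 42 rose and 14 fell (42 and 14 when adjusted over the list alone). Members that rose in both include *PSAT1*, an enzyme of serine synthesis, at 3.17 (adjusted p = 5.6e-05 from limma) in D HF against D, and *TRIB3*, a pseudokinase induced by amino acid stress, at 4.17 (adjusted p = 1.9e-05 from limma) in UD HF against UD. Members that fell in UD HF include *PLK1* (-3.37) and *BUB1* (-3.32), which act in mitosis. Of 42 genes of angiogenesis, 9 rose and 19 fell in D HF against D (10 and 19 when adjusted over the list alone). In control medium 14 rose and 17 fell (14 and 18 when adjusted over the list alone). *LUM*, a proteoglycan of the matrix, fell, with log2 fold changes of -3.59 (adjusted p = 2.3e-06 from limma) and -3.71 (adjusted p = 4.3e-07 from limma) in the 2 media, and *S100A4* did so at -3.42 and -4.07. Fisher's exact test for DEGs gave, in D HF against D and UD HF against UD, adjusted p = 0.00051 and 2.0e-07 for the unfolded protein response, 2.4e-08 and 1.6e-18 for mTORC1, and 3.5e-10 and 2.6e-12 for angiogenesis. The direction of these lists did not pass camera with an estimated correlation in D HF against D (adjusted p = 0.55, 0.59 and 0.12) or in UD HF against UD (adjusted p = 0.60, 0.64 and 0.46). With median-of-ratios or TMM scaling 10 genes of the unfolded protein response fell in D HF against D, and 21 genes of mTORC1 fell with the replicate number as a block.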

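Targets of ATF4 and CHOP, the transcription factors of the integrated stress response, rose with HF in both media. Of 52 targets tested, 43 rose and 4 fell in D HF against D (44 and 4 when adjusted over the list alone). In UD HF against UD 45 rose and 1 fell (45 and 1 when adjusted over the list alone). *ASNS*, asparagine synthetase, which lies on chromosome 7 of GRCh38 from 97851677 to 97872542, stood at 33.7 ± 14.7, 211 ± 16.1, 9.71 ± 3.75 and 126 ± 64.2 CPM in UD, UD HF, D and D HF. Its log2 fold change was 3.50 (standard error 0.38, adjusted p = 1.9e-05 from limma) in D HF against D. *PHGDH*, the first enzyme of serine synthesis, rose by 3.49 (standard error 0.32, adjusted p = 8.0e-06 from limma) and *ADM2* by 3.29 (standard error 0.47, adjusted p = 0.00012 from limma) in the same comparison. In UD HF against UD, *ADM2* rose by 3.43 (adjusted p = 0.00011 from limma). The list was enriched among the DEGs of D HF against D (Fisher's exact test, adjusted p = 2.2e-13) and of UD HF against UD (adjusted p = 1.6e-29), with 22 and 36 of its genes called. Its direction in D HF against D had a camera adjusted p = 7.7e-08, adjusted p = 0.48 with an estimated correlation. With HF in control medium it had a camera adjusted p = 6.3e-18, adjusted p = 0.34 with an estimated correlation. Of these targets, 4 rose and 31 fell in D HF against UD HF (4 and 33 when adjusted over the list alone). The count that rose there was 2 without D HF replicate 1, D HF replicate 2, UD HF replicate 2 or UD HF replicate 3. Of 20 aminoacyl-tRNA synthetases of the cytosol, which charge tRNAs with amino acids, 19 rose and 1 fell in D HF against D (19 and 1 when adjusted over the list alone). *WARS1*, the enzyme for tryptophan, was among them at 2.44 (adjusted p = 1.7e-05 from limma). *EPRS1*, the enzyme that HF inhibits, which was singled out after its values were seen, rose by 0.94 (adjusted p = 3.0e-05 from limma). In UD HF against UD 15 rose and 1 fell (15 and 1 when adjusted over the list alone). Their direction had a camera adjusted p = 6.8e-07, adjusted p = 0.40 with an estimated correlation, in D HF against D. The list was enriched among the DEGs of UD HF against UD (Fisher's exact test, adjusted p = 0.00046) and not among those of D HF against D (adjusted p = 0.14).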

Interestingly, no pathways associated with the integrated stress response were annotated despite the well‐established connection of HF to this pathway (Figure 4C).

**FIGURE 4:**
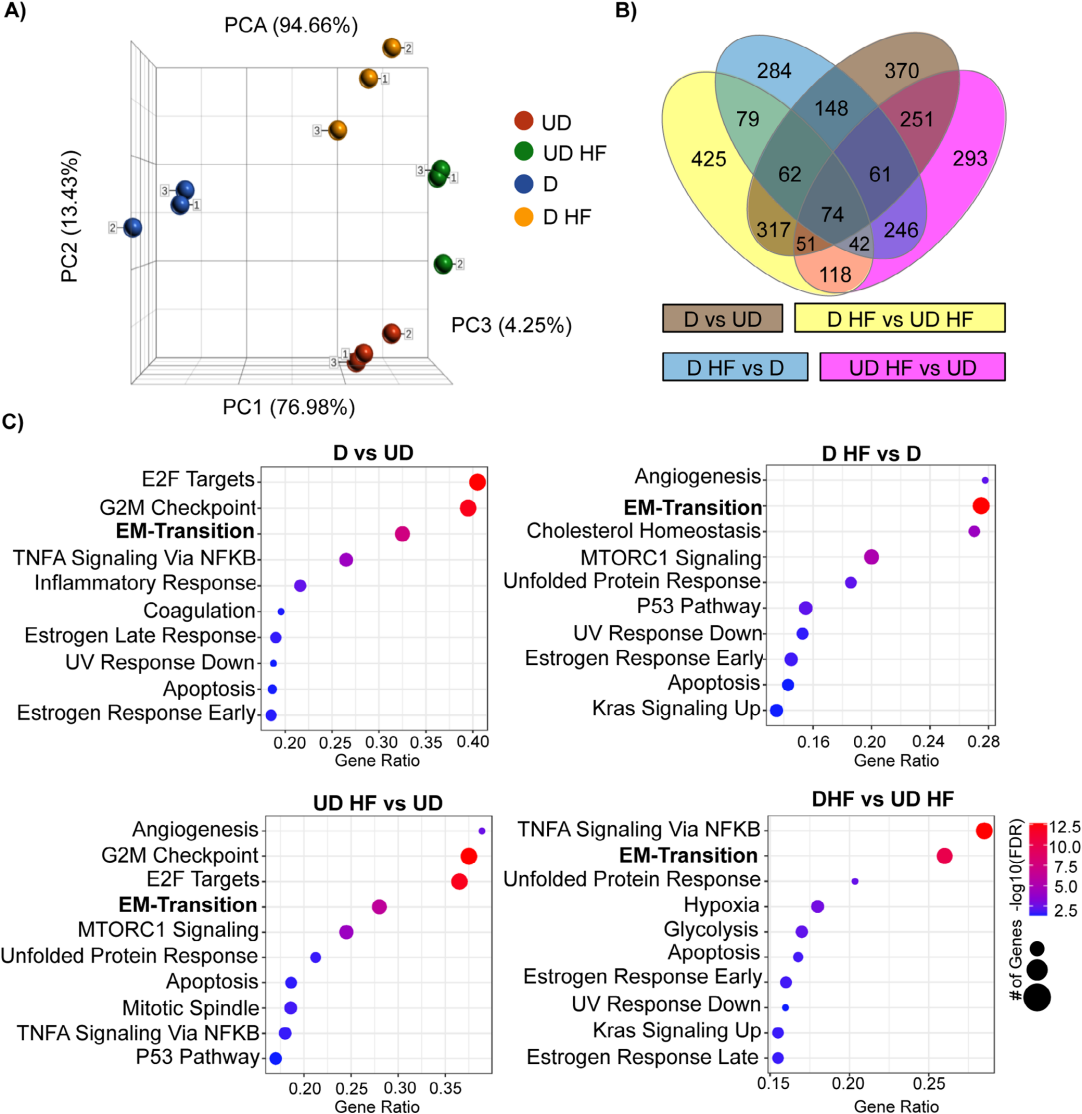
Whole transcriptome analysis reveals that HF inhibits decidualisation and affects pathways that regulate decidual cell function and stress responses. (A) Principal component analysis (PCA) illustrates the variability in the gene expression profiles of Undecidualised HESCs (UD), UD treated with HF (UD HF), Decidualizing HESCs (D) and D treated with HF (D HF). (B) Venn diagram is annotated with the number of DEGs between different contrasts. (C) Hallmark gene set analyses performed on iPathway Guide reveal the top 10 annotated pathways for each experimental contrast, where epithelial to mesenchymal (EM) transition appeared in all four contrasts. HESCs, human endometrial stromal cells; HF, halofuginone.

### 3.5 HF Disrupts the Expression of Genes Encoding Growth Factors Associated With Decidualisation

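Genes of secreted growth factors changed with HF in both directions. Of 40 ligands tested, 11 rose and 13 fell in D HF against D (11 and 14 when adjusted over the list alone). In control medium 11 rose and 13 fell (12 and 14 when adjusted over the list alone). *PTN*, pleiotrophin, fell in both, with a log2 fold change of -2.56 (adjusted p = 4.3e-06 from limma) in D HF against D and -2.68 (adjusted p = 1.2e-06 from limma) in UD HF against UD. The list was enriched among the DEGs of both comparisons (Fisher's exact test, adjusted p = 2.8e-05 and 1.9e-05). Of 31 receptor tyrosine kinases, 4 rose and 10 fell in D HF against D (4 and 10 when adjusted over the list alone), with 2 rising under median-of-ratios or TMM scaling. *TEK*, the receptor of angiopoietins, changed by -1.17 (adjusted p = 0.00024 from limma) and *ERBB3* by -1.05 (adjusted p = 0.0029 from limma) there. *EPHB1*, an ephrin receptor, rose by 2.52 (adjusted p = 8.6e-06 from limma) in UD HF against UD. Without D HF replicate 2, 7 of the ligands rose in D HF against D, and 2 of the receptors rose without D HF replicate 1, D HF replicate 2, D replicate 1 or D replicate 3.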

RNA sequencing revealed significant changes in the expression of genes encoding various growth factors between HF‐treated and untreated cells. In decidualization media, genes promoting growth (*IGF1*, *IGF2*, *HGF*), blood vessel maturation (*ANGPT1*, *PDGFD*) and cell survival (KIT ligand, *KITLG*) were upregulated, aligning with known decidualization‐associated transformations [23] (Figure 5A). 

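*IGF1*, which lies on chromosome 12 of GRCh38 from 102395874 to 102481744, stood at 0.722 ± 0.473 CPM in UD and 15.3 ± 6.87 CPM in D, and rose by a log2 fold change of 3.17 (standard error 0.33, adjusted p = 6.8e-06 from limma). *IGF2* was the most abundant of these ligands, at 220.2 ± 91.3 CPM in UD and 764 ± 19.1 CPM in D (1.87, standard error 0.22, adjusted p = 2.1e-05 from limma). *HGF*, a mitogen of epithelial and endothelial cells, rose by 1.68 (standard error 0.37, adjusted p = 0.0028 from limma), and *PDGFD* by 2.40 (standard error 0.18, adjusted p = 3.4e-07 from limma). *ANGPT1*, the ligand of the receptor TEK, rose by 1.11 (standard error 0.21, adjusted p = 0.0010 from limma) and *KITLG* by 1.95 (standard error 0.19, adjusted p = 4.5e-06 from limma). Of the 16 growth factor genes that the paper names, 8 rose and 6 fell in D against UD (8 and 6 when adjusted over the list alone). The study chose them on these samples, so this count is not independent evidence of a direction. Those that fell include *FGF5* at -2.93 (adjusted p = 1.1e-05 from limma), *FGF9* at -2.21 (adjusted p = 1.8e-05 from limma) and *FGF1* at -1.81 (adjusted p = 8.0e-05 from limma), all fibroblast growth factors. *KIT*, the receptor of the KIT ligand, fell, with a log2 fold change of -3.11 (adjusted p = 3.4e-06 from limma).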

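Several growth factor genes fell with HF in decidualization medium and others rose. *IGF1* went to 0.549 ± 0.606 CPM in D HF, a log2 fold change of -3.36 (standard error 0.33, adjusted p = 9.9e-06 from limma) against D. *PDGFD* changed by -3.39 (standard error 0.18, adjusted p = 2.0e-07 from limma), *HGF* by -2.82 (standard error 0.37, adjusted p = 7.4e-05 from limma) and *IGF2* by -1.18 (standard error 0.22, adjusted p = 0.00083 from limma). *KITLG* fell from 61.2 ± 7.18 CPM in D to 29.0 ± 2.82 CPM in D HF (-1.05, standard error 0.19, adjusted p = 0.00076 from limma). *VEGFA*, the main growth factor of endothelial cells, rose from 20.4 ± 0.534 to 65.8 ± 34.0 CPM, by 1.52 (standard error 0.27, adjusted p = 0.00058 from limma). *VEGFC*, a ligand of lymphatic endothelium, rose by 1.56 (standard error 0.12, adjusted p = 2.3e-06 from limma) after a log2 fold change of -1.42 (adjusted p = 7.8e-07 from limma) in D against UD. *NGF* was 8.04 ± 4.85 CPM in UD, 0.256 ± 0.306 CPM in D and 2.44 ± 2.30 CPM in D HF, a log2 fold change of 1.25 (standard error 0.45, adjusted p = 0.038 from limma) with HF. The rise of *NGF* did not pass with limma-voom on estimated reads (adjusted p = 0.086; 0.0044 to 0.18 over all alternatives). In limma it did not pass without D replicate 1, D replicate 3, D HF replicate 1 or D HF replicate 2 (adjusted p = 0.11, 0.095, 0.081 and 0.18).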

HF treatment inhibited *IGF1*, *IGF2*, *PDGFD*, *HGF* and *KITLG* expression and increased the expression of neurotrophins like nerve growth factor (*NGF*) and angiogenic markers (*VEGFA*, *VEGFC*). Interestingly, the expression of growth factor‐encoding genes most affected by HF differed between cells cultured in control versus decidualization media, indicating that the effect of HF on growth factor signalling likely differs based on cell type and stage of differentiation (Figure 5A).

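The change with HF in decidualization medium was set against that in control medium by the interaction of HF and medium. *KITLG* rose with HF in control medium, by 1.61 (adjusted p = 4.0e-05 from limma), and fell in decidualization medium, and the interaction was -2.66 (standard error 0.27, adjusted p = 3.1e-05 from limma). *VEGFA* rose more in control medium, to 212 ± 41.9 CPM in UD HF, with an interaction of -1.66 (standard error 0.38, adjusted p = 0.0083 from limma). *ANGPT1* changed by -2.0 (adjusted p = 1.4e-05 from limma) in control medium and by -0.74 (adjusted p = 0.013 from limma) in decidualization medium, with an interaction of 1.26 (standard error 0.30, adjusted p = 0.010 from limma). *FGF7*, a growth factor of epithelium, fell in control medium, with a log2 fold change of -2.14 (adjusted p = 0.00022 from limma), had -0.04 (adjusted p = 0.94 from limma) in decidualization medium, and an interaction of 2.11 (standard error 0.45, adjusted p = 0.0059 from limma). *VEGFC* had an interaction of 1.05 (standard error 0.16, adjusted p = 0.00080 from limma) and *PDGFD* of -1.63 (standard error 0.25, adjusted p = 0.00074 from limma). For *HGF*, which changed by -3.44 (adjusted p = 1.7e-05 from limma) in control medium, no difference between the media was shown, with an interaction of 0.63 (standard error 0.53, adjusted p = 0.45 from limma). The interaction of *IGF1* was -2.65 (adjusted p = 0.0017 from limma), and it did not pass with a pseudocount of 0.1 or with limma-voom on estimated reads (adjusted p = 0.090 and 0.71; 0.00025 to 0.71 over all alternatives). *IGF1* stood at 0.469, 1.27 and 0.430 CPM in the UD libraries and at 0.0272, 0.0572 and 0 CPM in UD HF. At such values log2(CPM + 1) understates its fall in control medium, so no difference between the media is established for it. Of the 40 ligands, 5 had an interaction above 0 and 11 below 0 (5 and 13 when adjusted over the list alone; Fisher's exact test, adjusted p = 1.6e-07), and 7 were below 0 without UD HF replicate 1. The fall of *ANGPT1* in decidualization medium did not pass without D HF replicate 2 (adjusted p = 0.062 from limma; 0.0032 to 0.062 over all alternatives).

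**Figure D3:**
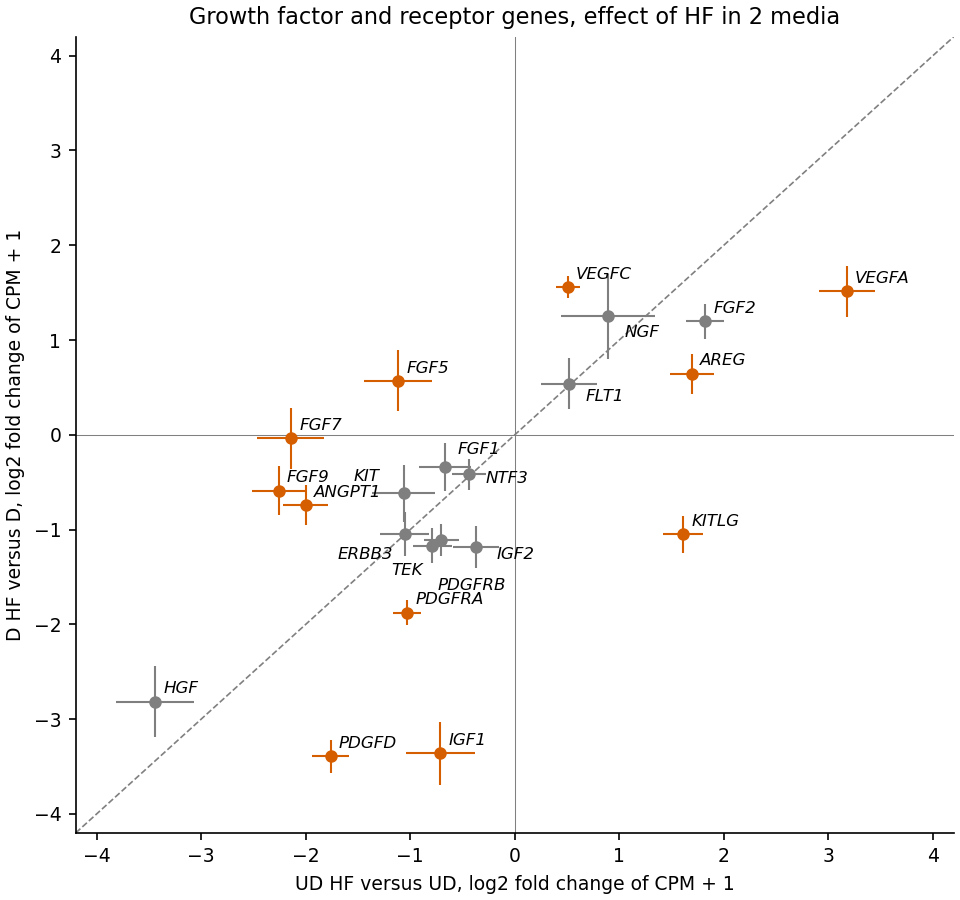
Log2 fold changes with HF of the growth factor and receptor tyrosine kinase genes named by the paper. The horizontal axis is control medium (UD HF versus UD) and the vertical axis is decidualization medium (D HF versus D). Bars are standard errors from limma. Orange points have an interaction with an adjusted p under 0.05 and the dashed line marks equal change in both media; KITLG lies at 1.61 and -1.05.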

**FIGURE 5:**
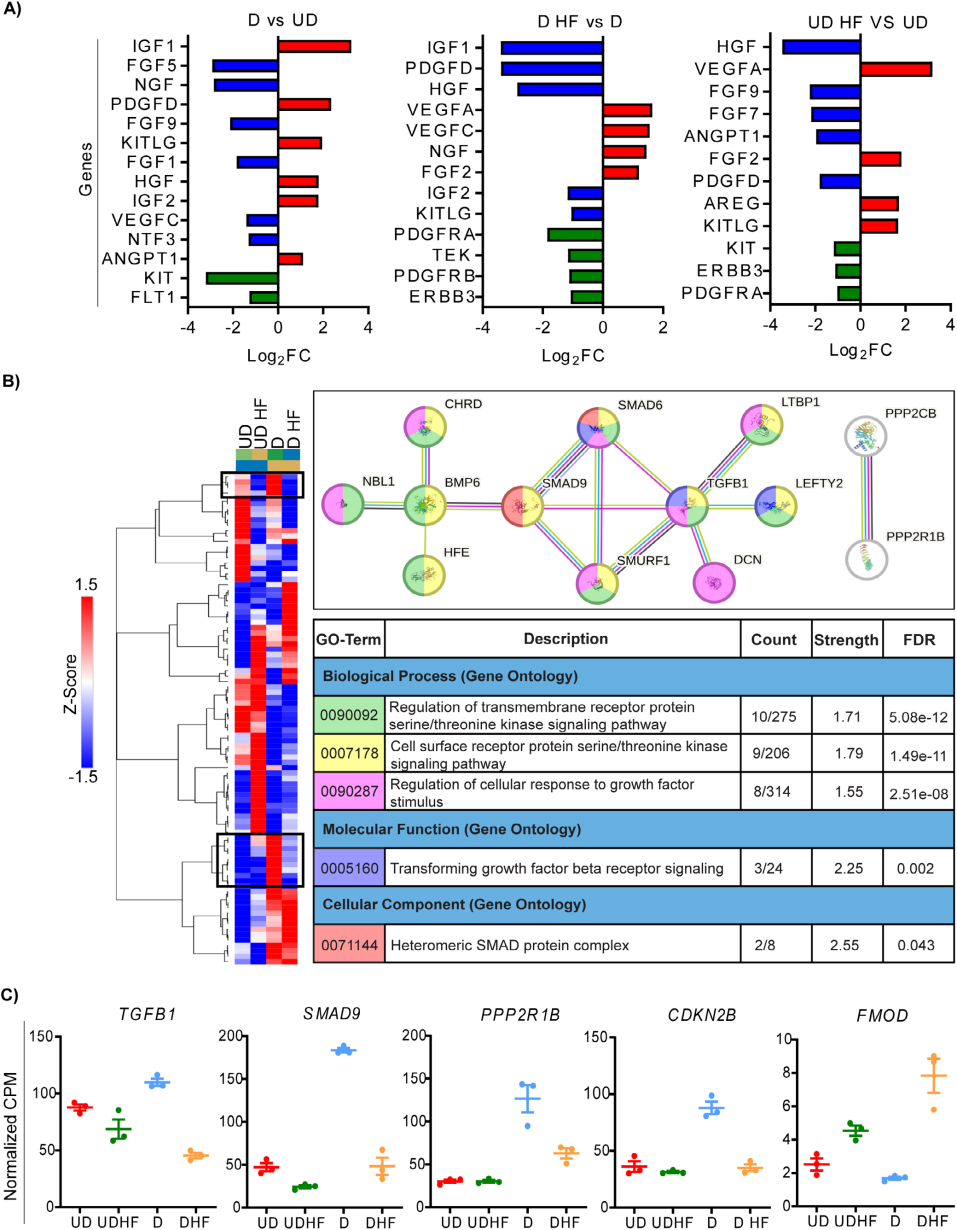
Decidualization of HESCs alters the expression of genes involved in growth factor signalling, which is impaired by HF. HESCs were treated with decidualization agents in the presence or absence of 100 nM HF. After 4 days, RNA was extracted and utilised for next generation sequencing. (A) The top differentially expressed genes encoding growth factors and receptor tyrosine kinases are shown for three contrasts: HESCs cultured in decidualizing media compared to undecidualizing media (D versus UD), HESCs cultured in decidualizing media with and without HF (D HF versus D) and HESCs cultured in undecidualizing media with and without HF (UD HF versus UD). Red and blue bars indicate genes encoding growth factors that were upregulated and downregulated, respectively. Green bars indicate receptor tyrosine kinases that were differentially expressed. (B) A heatmap showing gene expression values for the TGFβ signalling pathway was plotted for the four treatments. The expression values were normalised to counts per million (CPM) and then adjusted to reflect the *Z*‐score. Genes that increased expression with decidualization and decreased with HF (indicated in the black box) were plotted in STRING, with key GO terms indicated. (C) Normalised CPM of selected genes corresponding to the TGFβ signalling pathway: *TGFB1*, *SMAD9*, *PPP2R1B*, *CDKN2B* and *FMOD*. HESCs, human endometrial stromal cells; HF, halofuginone.

### 3.6 TGFβ‐SMAD Signalling Is Attenuated by HF in Decidualizing HESCs

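Genes of EMT and the extracellular matrix changed in the 4 comparisons of Figure 4B. Of 111 such genes, 36 rose and 34 fell in D versus UD (36 and 35 when adjusted over the list alone) and 16 rose and 45 fell in D HF versus D (16 and 45 when adjusted over the list alone). Of the same genes, 18 rose and 46 fell in UD HF versus UD (19 and 51 when adjusted over the list alone) and 27 rose and 39 fell in D HF versus UD HF (30 and 41 when adjusted over the list alone). *TGM2*, a transglutaminase that crosslinks matrix proteins, rose by a log2 fold change of 4.14 (standard error 0.34, adjusted p = 9.0e-07 from limma) in D against UD and by 3.71 (adjusted p = 2.7e-06 from limma) in D HF against UD HF. *SNAI1*, a transcription factor of EMT, rose by 2.17 (adjusted p = 2.8e-06 from limma) in D against UD, and *POSTN*, periostin, fell, with a log2 fold change of -2.89 (adjusted p = 3.1e-05 from limma). *COL3A1*, a fibrillar collagen, fell, with a log2 fold change of -3.31 (standard error 0.24, adjusted p = 2.1e-06 from limma) in D HF against D, from 10202 ± 554 to 1099.5 ± 485 CPM. *ABI3BP*, a matrix protein, changed by -3.87 (adjusted p = 5.4e-06 from limma) in the same comparison. *MMP1*, a collagenase, rose by 3.35 (adjusted p = 1.4e-07 from limma) in UD HF against UD and was lower in D HF than in UD HF at -2.97 (adjusted p = 3.1e-07 from limma). *WNT5A* was higher in D HF than in UD HF at 2.17 (adjusted p = 2.5e-05 from limma). Of 40 collagens and genes of procollagen processing, 23 rose and 9 fell in D versus UD (23 and 9 when adjusted over the list alone) and 2 rose and 24 fell in D HF versus D (2 and 24 when adjusted over the list alone). With median-of-ratios or TMM scaling 0 of them rose in D HF versus D. The EMT list was enriched among the DEGs of D versus UD, D HF versus D, UD HF versus UD and D HF versus UD HF (Fisher's exact test, adjusted p = 3.7e-18, 2.7e-16, 8.1e-13 and 1.3e-12). Its direction in D HF against D had a camera adjusted p = 2.4e-08, adjusted p = 0.23 with an estimated correlation.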

When contrasting the expression profiles of HESCs in control or decidualization medium with or without HF, EMT emerged as the only hallmark gene set shared across multiple pairwise comparisons (Figure 4C). 

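Of 81 genes of a TGFβ pathway list made after the KEGG pathway, 22 rose and 20 fell in D versus UD (22 and 21 when adjusted over the list alone) and 17 rose and 15 fell in D HF versus D (17 and 15 when adjusted over the list alone). Of the same genes, 26 rose and 14 fell in UD HF versus UD (28 and 15 when adjusted over the list alone) and 18 rose and 25 fell in D HF versus UD HF (19 and 25 when adjusted over the list alone). For comparison, 5556 of all 18043 genes rose and 2390 fell in D HF versus D, or 3617 and 3495 with TMM scaling. These counts alone thus do not set the list apart from other genes. *RGMB*, a co-receptor of BMPs, fell, with a log2 fold change of -2.34 (standard error 0.21, adjusted p = 2.3e-06 from limma) in D against UD. *TGFB2*, a TGFβ ligand, rose by 3.24 (standard error 0.47, adjusted p = 0.00019 from limma) in UD HF against UD and was lower in D HF than in UD HF, with a log2 fold change of -2.08 (standard error 0.47, adjusted p = 0.0034 from limma). *GREM2*, an antagonist of BMPs, changed by -1.52 (standard error 0.31, adjusted p = 0.0015 from limma) in D HF against D. *SMAD3* fell, with a log2 fold change of -0.99 (standard error 0.15, adjusted p = 0.00019 from limma) in D against UD, *SMAD2* at -0.48 (standard error 0.09, adjusted p = 0.00092 from limma), and *SMAD4* had 0.10 (standard error 0.08, adjusted p = 0.36 from limma). The list was enriched among the DEGs of D versus UD, D HF versus D and UD HF versus UD (Fisher's exact test, adjusted p = 0.00075, 0.0099 and 0.010) and not of D HF versus UD HF (adjusted p = 0.12). With median-of-ratios or TMM scaling 9 genes rose and 21 fell in D HF versus D, where 10 rose without D HF replicate 2 and 11 without D replicate 1. In UD HF versus UD 17 rose without UD HF replicate 1 or 3.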

As components of the TGFβ signalling pathway are part of the EMT gene set and crucial for decidualization, we examined their expression profiles. In HESCs cultured in decidualization media, genes associated with canonical TGFβ‐SMAD signalling were significantly upregulated, including *SMAD9*, *SMAD6*, Inhibitor of Differentiation (*ID)‐1*, *ID3* and *ID4* (Figure S3A). 

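*SMAD9*, a receptor-regulated SMAD of BMP signalling on chromosome 13 of GRCh38 from 36844831 to 36920887, was 46.1 ± 8.46 CPM in UD and 182 ± 4.50 CPM in D, a log2 fold change of 1.98 (standard error 0.20, adjusted p = 5.8e-06 from limma). *SMAD6*, an inhibitory SMAD, was 3.63 ± 0.306 and 11.6 ± 1.24 CPM and rose by 1.44 (standard error 0.13, adjusted p = 1.8e-06 from limma). *ID3*, which encodes an inhibitor of helix-loop-helix transcription factors, went from 46.1 ± 16.3 to 205 ± 52.9 CPM, by 2.16 (standard error 0.24, adjusted p = 1.2e-05 from limma). *ID1* rose by 2.32 (standard error 0.63, adjusted p = 0.0098 from limma) and *ID4* by 1.75 (standard error 0.45, adjusted p = 0.0068 from limma), with wider spreads between libraries, as *ID1* was 20.7 ± 15.2 CPM in UD and 91.8 ± 50.1 CPM in D. All of these genes are targets or components of the BMP branch of TGFβ signalling.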

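*CDKN2B*, which encodes the cell cycle inhibitor p15 and lies on chromosome 9 of GRCh38 from 22002903 to 22009305, was 35.2 ± 8.18 CPM in UD and 86.9 ± 9.52 CPM in D, a log2 fold change of 1.30 (standard error 0.14, adjusted p = 1.2e-05 from limma). *PPP2R1B*, a scaffold subunit of protein phosphatase 2A, was 29.2 ± 3.31 and 126 ± 27.6 CPM and rose by 2.05 (standard error 0.16, adjusted p = 5.7e-07 from limma). *TGFB1*, on chromosome 19 of GRCh38 from 41301587 to 41353922, was 86.7 ± 4.84 CPM in UD and 109 ± 5.55 CPM in D, a log2 fold change of 0.33 (standard error 0.12, adjusted p = 0.048 from limma), which lies under the DEG threshold for the fold change. The call of *TGFB1* was lost without UD replicate 1, UD replicate 2, UD replicate 3, UD HF replicate 3, D replicate 1, D replicate 2, D replicate 3, D HF replicate 1 or D HF replicate 2 (adjusted p = 0.053 to 0.14 from limma; 0.0067 to 0.14 over all alternatives).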

Key regulators of cell growth and division were also upregulated, including *TGFB1*, *CDKN2B* and *PPP2R1B*. However, the expression of these genes was not increased in cells cultured in decidualization medium with HF, suggesting that HF interferes with this signalling trajectory (Figure S3B).

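In cells with HF, decidualization medium was compared with control medium (D HF versus UD HF). *TGFB1* was lower in D HF, with a log2 fold change of -0.58 (standard error 0.12, adjusted p = 0.0019 from limma), and *CDKN2B* had 0.15 (standard error 0.14, adjusted p = 0.46 from limma). *PPP2R1B* rose by 1.04 (standard error 0.16, adjusted p = 0.00020 from limma), *SMAD9* by 0.94 (standard error 0.20, adjusted p = 0.0023 from limma) and *SMAD6* by 0.57 (standard error 0.13, adjusted p = 0.0034 from limma). *ID3* rose by 1.26 (standard error 0.24, adjusted p = 0.0010 from limma), while *ID1* had 0.83 (standard error 0.63, adjusted p = 0.32 from limma) and *ID4* 0.67 (standard error 0.45, adjusted p = 0.26 from limma). *SMAD9* was 32.3 to 66.3 CPM in the D HF libraries and 39.2 to 55.5 CPM in UD, with 19.7 to 25.9 CPM in UD HF. *PPP2R1B* was 49.9 to 68.8 CPM in D HF and 25.4 to 31.2 CPM in UD. In UD HF against UD, *ID1*, *ID3* and *ID4* had risen by 2.15 (adjusted p = 0.016 from limma), 1.47 (adjusted p = 0.00042 from limma) and 1.73 (adjusted p = 0.0084 from limma). The rise of *ID1* did not pass without UD HF replicate 3 (adjusted p = 0.059 from limma; 0.00049 to 0.059 over all alternatives). In D HF against D, *SMAD6* fell, with a log2 fold change of -0.62 (adjusted p = 0.0019 from limma), and *ID1*, *ID3* and *ID4* had 0.66 (adjusted p = 0.43 from limma), 0.57 (adjusted p = 0.070 from limma) and 0.64 (adjusted p = 0.27 from limma). *ID3* rose in D HF against D with the replicate number as a block, with only the compared groups in the fit and without UD replicate 2 (adjusted p = 0.011, 0.042 and 0.012 from limma; 0.011 to 0.28 over all alternatives). In D HF against UD HF, *ID1* rose with only the compared groups in the fit (adjusted p = 0.015 from limma; 0.015 to 0.53 over all alternatives), and *ID4* did so as well and with the block (adjusted p = 0.025 and 0.046; 0.025 to 0.46 over all alternatives).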

We next plotted the normalised cpm values of genes from the TGFβ signalling pathway (hsa04350; Figure 5B). Of particular interest was the subset of genes that were stimulated during decidualization but repressed by HF. 

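Across all genes tested, 221 were DEGs that rose in D against UD and fell in D HF against D. With their log2 fold changes in the 2 comparisons, they include *CCN4* (4.28 and -4.40), a matricellular protein, *DIRAS2* (3.54 and -3.58), a small GTPase, *PLCXD3* (2.83 and -3.70) and *SLC16A6* (3.44 and -2.91), a transporter, as well as the regulator of G-protein signalling *RGS2* (3.96 and -2.38). Decidual secreted and marker genes were enriched in this set (8 of 28 tested; Fisher's exact test, adjusted p = 1.5e-08), as were targets of the progesterone and glucocorticoid receptors (6 of 14, adjusted p = 8.9e-08), genes of EMT and the matrix (13 of 111, adjusted p = 1.5e-08), collagens (7 of 40, adjusted p = 4.1e-06) and IGF binding proteins and pathway genes (5 of 16, adjusted p = 6.0e-06). These tests were against all genes tested. In D against UD, 18 of the 28 decidual genes and 13 of the 14 receptor targets rose. The tests thus cannot part a fall with HF from the rise in D that the set requires. Of the 221 genes, 98 also fell with HF in control medium, 14 rose and 109 did not pass. Against UD HF, 123 of them were higher in D HF and 8 lower. The 2 comparisons share the 3 D libraries, which were not split between them. Independent lists of these sizes would share 19.0 genes, and unchanged groups simulated against shared libraries shared at most 1 gene in 100 simulations. Unchanged groups have almost no DEGs to share, so this count does not measure what the shared libraries add where genes changed. The covariance of the 2 sets of log2 fold changes over all genes was -0.105, and -0.0110 from the shared libraries alone.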

We created a subnetwork of these genes using STRING (Figure 5B), where 13 members had at least one connection. These genes were associated with cellular responses to growth factors and receptor signalling regulation (Figure 5B). 

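Of the 13 genes named in the network of Figure 5B, 9 rose in D against UD and fell in D HF against D. *LTBP1*, which binds latent TGFβ in the matrix, was 142 ± 14.9 CPM in UD, 678 ± 120.0 CPM in D and 289 ± 66.1 CPM in D HF, with log2 fold changes of 2.24 (standard error 0.16, adjusted p = 2.2e-07 from limma) and -1.24 (standard error 0.16, adjusted p = 5.5e-05 from limma). *NBL1*, an antagonist of BMPs, changed by 1.58 (standard error 0.24, adjusted p = 0.00018 from limma) and -1.0 (standard error 0.24, adjusted p = 0.0047 from limma). *DCN*, decorin, a proteoglycan that binds TGFβ, changed by 0.77 (standard error 0.19, adjusted p = 0.0062 from limma) and -2.57 (standard error 0.19, adjusted p = 2.6e-06 from limma). *PPP2CB*, a catalytic subunit of protein phosphatase 2A, had smaller changes of 0.72 (standard error 0.08, adjusted p = 1.4e-05 from limma) and -0.46 (standard error 0.08, adjusted p = 0.00063 from limma). *LEFTY2*, an inhibitor of NODAL, is listed at 0 in UD, UD HF and D HF, and was 1.16, 0.419 and 3.50 CPM in the D libraries. *TGFB1*, *SMAD6*, *SMAD9* and *PPP2R1B* complete these 9 genes. *BMP6* and *SMURF1* did not pass in D HF against D, *HFE* did not pass in D against UD, and *CHRD* passed in neither. The study chose these genes on these samples, so their direction is not independent evidence. The call of *TGFB1* in D against UD was lost without 9 of the libraries in turn (adjusted p = 0.053 to 0.14 from limma). Without D replicate 2, *BMP6* and *SMURF1* fell in D HF against D (adjusted p = 0.035 and 0.0011 from limma), the latter also with median-of-ratios or TMM scaling (adjusted p = 0.040 and 0.043; 0.0011 to 0.59 over all alternatives), and *HFE* rose in D against UD without UD replicate 2 (adjusted p = 0.046).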

Key genes like *TGFB1*, *SMAD9*, *PPP2R1B* and *CDKN2B* had reduced expression under HF treatment, potentially due to increased *FMOD* expression, a TGFβ inhibitor (Figure 5C, Figure S3B). 

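With HF in decidualization medium, *TGFB1* fell to 44.4 ± 4.21 CPM in D HF, a log2 fold change of -1.28 (standard error 0.12, adjusted p = 9.0e-06 from limma) against D. *SMAD9* fell to 47.1 ± 17.4 CPM, with a log2 fold change of -1.99 (standard error 0.20, adjusted p = 1.2e-05 from limma), *CDKN2B* to 34.0 ± 5.28 CPM, with a log2 fold change of -1.34 (standard error 0.14, adjusted p = 1.8e-05 from limma), and *PPP2R1B* to 61.8 ± 10.3 CPM, with a log2 fold change of -1.0 (standard error 0.16, adjusted p = 0.00029 from limma). *FMOD*, which encodes fibromodulin, a small proteoglycan of the matrix that binds TGFβ, was 1.52 ± 0.635 CPM in UD, 3.53 ± 0.533 CPM in UD HF, 0.688 ± 0.167 CPM in D and 6.82 ± 1.76 CPM in D HF. It rose with HF by 2.19 (standard error 0.21, adjusted p = 8.5e-06 from limma) in decidualization medium and by 0.87 (standard error 0.21, adjusted p = 0.0050 from limma) in control medium, where *SMAD9* fell, with a log2 fold change of -0.95 (standard error 0.20, adjusted p = 0.0024 from limma), *CDKN2B* had -0.18 (adjusted p = 0.35 from limma) and *PPP2R1B* 0.01 (adjusted p = 0.98 from limma). *TGFB1* fell, with a log2 fold change of -0.37 (adjusted p = 0.029 from limma) in control medium, a call lost without UD replicate 1, UD replicate 2, UD HF replicate 1 or UD HF replicate 3 (adjusted p = 0.067 to 0.14 from limma) and with only the compared groups in the fit (adjusted p = 0.065; 0.00073 to 0.14 over all alternatives). *FMOD* lies on chromosome 1 of GRCh38 from 203340628 to 203351758. For the reduced expression of key genes with HF, the paper proposes the increase of *FMOD*, an inhibitor of TGFβ, as a potential reason.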

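Genes that respond to TGFβ were followed through 2 further lists. Of 30 genes responsive to TGFβ and SMAD3, 9 rose and 9 fell in D versus UD (9 and 9 when adjusted over the list alone) and 4 rose and 10 fell in D HF versus D (4 and 10 when adjusted over the list alone). *TGFBI*, a matrix protein induced by TGFβ, rose by 3.70 (standard error 0.24, adjusted p = 1.1e-07 from limma) in D against UD and fell, with a log2 fold change of -1.64 (standard error 0.24, adjusted p = 0.00015 from limma) in D HF against D. *NOX4*, an NADPH oxidase, rose by 2.45 (adjusted p = 3.5e-05 from limma) and *CNN1*, a smooth muscle protein, fell, with a log2 fold change of -2.06 (adjusted p = 0.00033 from limma) in D, and *COL1A1* fell, with a log2 fold change of -1.55 (adjusted p = 0.00033 from limma) with HF. Of 19 genes responsive to BMP and SMAD1/5, 10 rose and 3 fell in D versus UD (10 and 3 when adjusted over the list alone) and 5 rose and 4 fell in D HF versus D (5 and 4 when adjusted over the list alone). *MSX1*, a homeobox gene, rose by 1.16 (adjusted p = 0.00012 from limma) with HF in decidualization medium. Of 23 TGFβ genes that the paper names, chosen by the study on these samples, 15 rose and 3 fell in D versus UD (15 and 3 when adjusted over the list alone) and 4 rose and 12 fell in D HF versus D (5 and 12 when adjusted over the list alone), which is not independent evidence of a direction. Fisher's exact test for DEGs gave, in D versus UD and D HF versus D, adjusted p = 4.5e-07 and 7.9e-05 for the SMAD3 list, 0.00075 and 0.032 for the BMP list and 9.9e-06 and 7.6e-08 for the genes the paper names. With median-of-ratios or TMM scaling 2 of the SMAD3 list, 3 of the BMP list and 2 of the genes the paper names rose in D HF versus D, where 8 of the BMP list rose with the replicate number as a block. Without single libraries the counts that rose there went to 2 for the SMAD3 list (D replicate 2), 3 for the BMP list (D replicate 2, D HF replicate 1 or D HF replicate 2) and 2 for the genes the paper names (D replicate 1 or D HF replicate 2).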

Taken together, our findings suggest that numerous genes associated with TGFβ signalling are dynamically regulated during decidualization, and this process is disrupted in cells treated with HF.

### 3.7 Proline Supplementation Mitigates the Impact of HF on TGFβ‐SMAD Signalling

When TGFβ binds to its receptor, the activated TGFβ receptor phosphorylates SMAD2 and SMAD3, which then form a triplex with SMAD4. This complex translocates to the nucleus and acts as a transcription factor by binding upstream of target genes. To evaluate TGFβ‐SMAD signalling activation, we measured luminescence in cells transfected with a plasmid encoding nano‐luciferase downstream of a minimal promoter containing three copies of the SBE. HEK293T cells were used for these experiments because of their high transfection efficiency. To validate the specificity and reliability of the luciferase reporter in stimulating the TGFβ‐SMAD pathway, cells were treated with human recombinant TGFβ1, which significantly increased relative luminescence by more than fivefold compared to cells not receiving TGFβ1. HF inhibited this response, confirming that it effectively inhibits TGFβ‐SMAD signalling (*p* < 0.05; Figure 6A).

**FIGURE 6:**
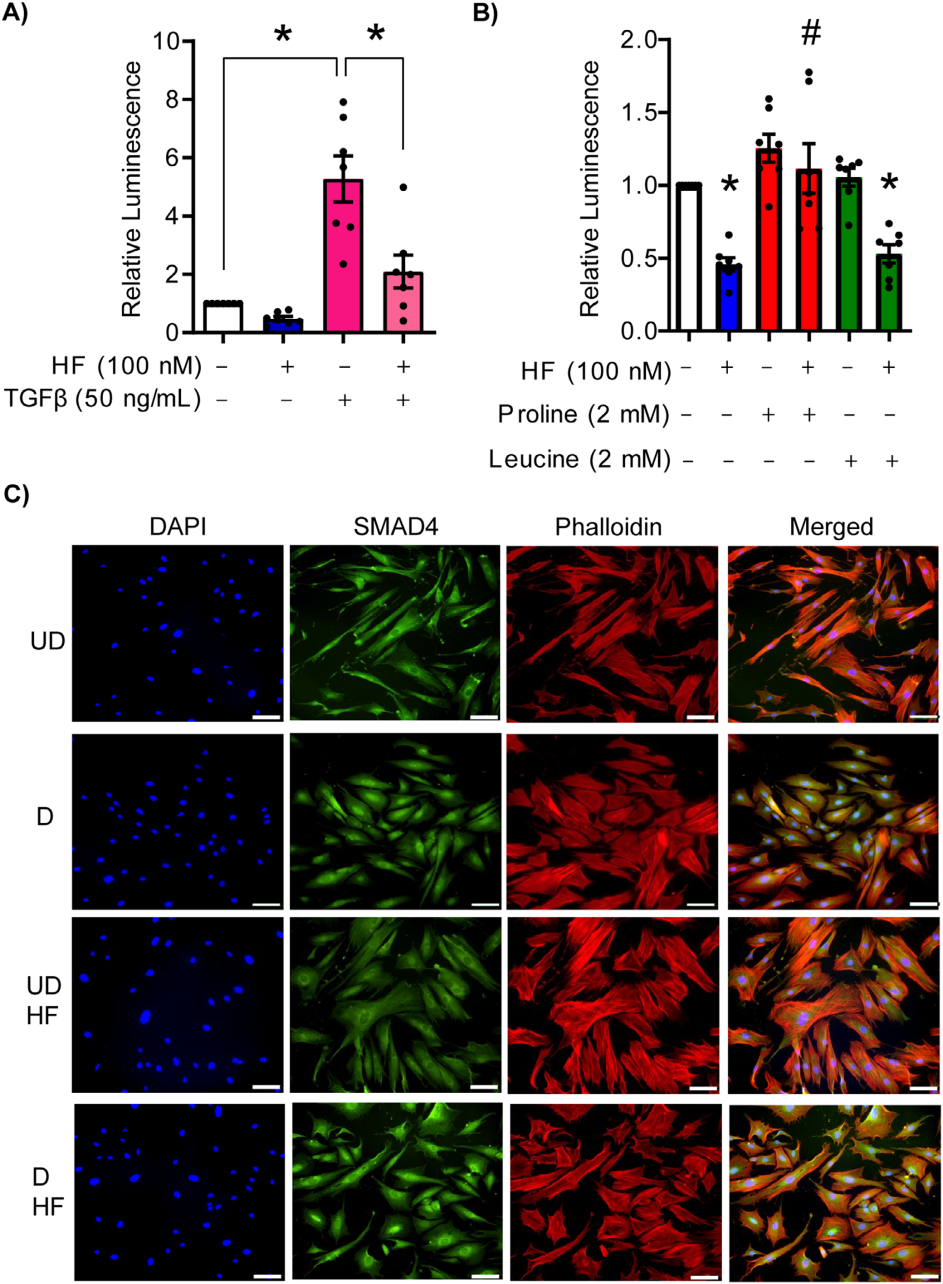
HF disrupts TGFβ‐SMAD signalling. (A) HEK293T cells were transfected with the SBE luminescence reporter [NlucP/SBE/Hygro] and then exposed to 50 ng/mL of TGFβ1, with or without 100 nM HF for 2 h. Luminescence was then measured. Please note that luminescence (and therefore SBE activation) was increased in cells treated with TGFβ1, and this was mitigated in cells treated with HF. (B) Cells transfected with the SBE luminescence reporter were exposed to HF and supplemented with proline or leucine, and then luminescence was measured. (C) Immunofluorescence for SMAD4 was performed in HESCs exposed to control media (undecidualized, UD) or decidualizing media (D), in the presence or absence of 100 nM HF. Cells were counterstained with phalloidin to detect actin and DAPI to detect nuclei. Scale bar = 100 μm. Data are presented as means ± SEM. Asterisks represent statistical significance versus untreated cells (*; *p* < 0.05), and number signs represent statistical significance when comparing HF‐treated cells to those supplemented with proline or leucine (#; *p* < 0.05), based on one‐way ANOVA with Tukey's multiple comparisons test. *N* = 7 independent replicates for panels (A) and (B), *N* = 3 independent replicates for panel (C). HESCs, human endometrial stromal cells; HF, halofuginone.

Next, we determined whether proline supplementation could rescue TGFβ‐SMAD signalling in the presence of HF without TGFβ stimulation. Compared to HF treatment alone, which reduced luminescence by approximately twofold (*p* < 0.05), proline supplementation restored luminescence, and therefore TGFβ‐SMAD signalling activity, to levels similar to controls (*p* < 0.05 compared to cells treated with HF). Leucine supplementation, on the other hand, did not have any effect (Figure 6B). Treating cells with proline or leucine in the absence of HF did not alter TGFβ‐SMAD signalling (Figure 6B). These results indicate that the TGFβ‐SMAD signalling pathway is sensitive to depleted proline availability and plays a role in modulating proline‐dependent processes.

### 3.8 SMAD4 Nuclear Localization Increases During Decidualization and Is Disrupted by HF

Using immunofluorescence, we assessed TGFβ‐SMAD signalling in HESCs by using SMAD4 nuclear translocation as an indicator of pathway activation. After 4 days of culture in decidualization medium, HESCs morphed from spindle‐like to ovoid shape marking successful decidualization, as shown using phalloidin staining of actin filaments. There was also an apparent increase in nuclear localization of SMAD4 in decidualizing HESCs, signifying activation of the TGFβ‐SMAD pathway (Figure 6C). In HESCs cultured in decidualization medium with HF, SMAD4 nuclear localization was reduced, with the protein showing distinct perinuclear and cytoplasmic localization. The reduced SMAD4 nuclear localization is consistent with the notion that HF inhibits TGFβ‐SMAD signalling, which may contribute, at least in part, to the disruption of HESC decidualization.

### 3.9 Gene Association Network Analysis Reveals Key Molecular Functions Modulated by HF in Decidualising HESCs

Using iPathway Guide, we constructed an association network of genes encoding growth factors, receptor tyrosine kinases and decidualization markers that showed altered expression in HESCs cultured in decidualization medium with HF. The network predicted protein interactions and associated molecular functions (Table S3). As expected, differentiation was a key annotated function, with downregulation of several growth factors and TGFβ signalling members. 

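Genes that Table S3 gives as lower with HF fell in these libraries, and most of them had risen with decidualization. Of the 17 tested, 0 rose and 17 fell in D HF against D (0 and 17 when adjusted over the list alone), and 16 were DEGs. In D against UD 14 rose and 0 fell (14 and 0 when adjusted over the list alone). The study took these genes from these libraries, so their direction in D HF against D is not independent evidence. They hold the growth factor genes *HGF*, *IGF1*, *IGF2*, *KITLG* and *PDGFD*, the receptors *ERBB3*, *PDGFRA*, *PDGFRB* and *TEK*, and *DCN*, *NBL1*, *TGFB1*, *CDKN2B*, *LEFTY2* and *SMAD9* of TGFβ signalling, besides *PRL* and *FOXO1*. In control medium, 2 of them rose and 9 fell with HF (2 and 9 when adjusted over the list alone), and the interaction of HF and medium was above 0 in 1 and below 0 in 11 (1 and 12 when adjusted over the list alone). Of the 5 that the table gives as higher, 5 rose and 0 fell in D HF against D (5 and 0 when adjusted over the list alone). They are *FGF2*, *NGF*, *TGFB2*, *VEGFA* and *VEGFC*. Of these, 4 rose with median-of-ratios or TMM scaling, where *TGFB2* did not pass (adjusted p = 0.070 and 0.069 from limma; 0.015 to 0.17 over all alternatives). *TGFB2* also did not pass with limma-voom on estimated reads or with only the compared groups in the fit (adjusted p = 0.061 and 0.052 from limma), nor *NGF* with limma-voom (adjusted p = 0.086; 0.0044 to 0.18 over all alternatives). Without D replicate 1, D HF replicate 1 or D HF replicate 2, 3 rose, and neither *TGFB2* nor *NGF* passed. *TGFB2* did not pass without D replicate 2 either (adjusted p = 0.17 from limma), nor *NGF* without D replicate 3 (adjusted p = 0.095 from limma).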

Other annotated functions included motility, angiogenesis, and adhesion, all critical to HESC decidualization and function (Figure 7A–D).

**FIGURE 7:**
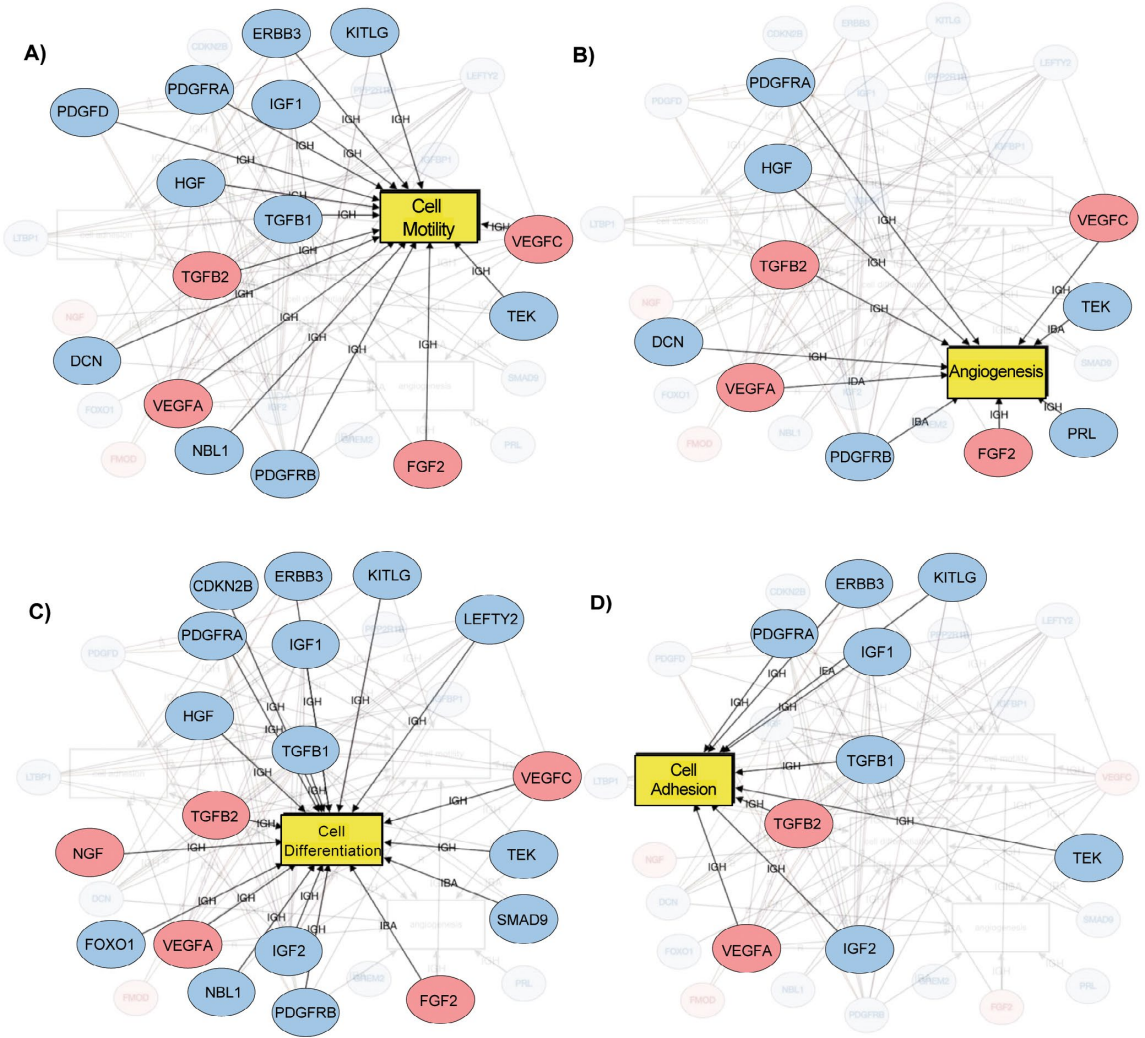
Network analysis of differentially expressed genes in decidualizing HESCs altered by HF. Network linking growth factors, receptor tyrosine kinases, markers of decidualization, and elements of the TGFβ signalling pathway based on genes that were differentially expressed in HESCs cultured in decidualization conditions in the presence or absence of HF. Genes mapping to proteins with molecular functions associated with (A) cell motility, (B) angiogenesis, (C) cell differentiation and (D) cell adhesion. Genes in red show increased expression in HF‐treated cells, whereas those in blue have decreased expression. HESCs, human endometrial stromal cells; HF, halofuginone.

## 4 Discussion

This study uncovered how HESC decidualization is affected by amino acid restriction, using HF to model reduced amino acid availability. HF inhibited decidualization, as evidenced by the lack of morphological changes into decidualized cells and reduced total and phosphorylated IGFBP‐1 secretion. Intriguingly, this inhibition of IGFBP‐1 may be cell‐type specific. HF stimulates IGFBP‐1 secretion in HepG2 cells, a commonly used model for fetal liver cells [24], through perturbation of stress pathways, such as mTOR or MAPK pathways, which are involved in IGFBP‐1 induction. These findings align with animal studies showing that isocaloric maternal protein or amino acid deprivation during pregnancy reduces birth weight [25, 26, 27] and amino acid levels in fetal plasma [28], which are associated with reduced IGF‐1 and increased IGFBP‐1 expression levels in the fetal liver [29]. Thus, perturbations of the IGF‐IGFBP‐1 signalling axis in both decidua and fetal liver may link amino acid restriction to obstetric complications.

Proline supplementation counteracted the inhibitory effect of HF on HESC decidualisation, whereas leucine supplementation did not. This highlights the specificity of HF in disrupting proline‐dependent processes and underscores the critical role of proline availability in driving HESC decidualisation. Proline enhances protein synthesis by activating the mTORC1 pathway [30], regulates oxidative stress [31], and is a key substrate for synthesis of polyamines in the placenta, which are essential for cell growth.

Metabolomic profiling has shown that proline levels in maternal blood during early pregnancy (5–14 weeks) are higher compared to non‐pregnant women [32], reaching a mean of 118 μmol/L during mid‐gestation [33]. During labour, significant enrichment of proline metabolism pathways is evident [34], suggesting that proline‐related processes may regulate key aspects of pregnancy from early stages through to parturition. Reduced proline levels are evident in women diagnosed with gestational diabetes and hypertension without proteinuria [35, 36]. Amniotic fluid levels of proline are lower in fetal growth restriction [37]. Some studies have also reported decreased proline in maternal serum [38] and urine [39] from women with preeclampsia, although other studies report the opposite [40, 41]. Nevertheless, proline appears to have an important role in pregnancy‐related processes, including its contribution to decidualisation as shown in the current study.

While there are no established guidelines presently for proline supplementation in human pregnancy, findings from pregnant animals provide supportive evidence for proline's potential benefits. In C57Bl/6 mice, dietary supplementation with 0.5% L‐proline (w/w with feed) enhances fetal survival, placental nutrient transport and reproductive outcomes [42]. In swine, supplementation with 0.89%–1.89% proline improves fetal weight, litter size and placental vascularisation, particularly in obese animals at higher risk of suboptimal pregnancy outcomes [43]. Short‐term proline supplementation around implantation has also been shown to improve birth outcomes in sows [44]. These findings suggest that proline supplementation within a range of 0.5%–1.89% of total dietary intake may be beneficial for pregnancy in mammals. While promising, further studies are needed to establish safe and effective dosages for clinical use.

HF canonically activates the amino acid starvation response through one of two pathways: induction of the integrated stress response through phosphorylated GCN2, or inhibition of TGFβ‐SMAD signalling. 

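*ATF4*, the transcription factor at the centre of the integrated stress response, was 296 ± 30.4 CPM in UD, 513 ± 44.3 CPM in UD HF, 237 ± 37.9 CPM in D and 315 ± 107 CPM in D HF. Its log2 fold change was -0.32 (standard error 0.19, adjusted p = 0.21 from limma) in D against UD and 0.36 (standard error 0.19, adjusted p = 0.15 from limma) in D HF against D. In UD HF against UD it rose by 0.79 (standard error 0.19, adjusted p = 0.0059 from limma). *EIF2AK4*, which encodes the kinase GCN2 that senses uncharged tRNA, was 116 ± 5.22, 138 ± 5.49, 94.4 ± 6.71 and 135 ± 9.58 CPM in the same order. It fell, with a log2 fold change of -0.29 (standard error 0.08, adjusted p = 0.0079 from limma) in D against UD and rose by 0.51 (standard error 0.08, adjusted p = 0.00017 from limma) in D HF against D and by 0.25 (standard error 0.08, adjusted p = 0.021 from limma) in UD HF against UD. All of these changes lie under the absolute log2 fold change of 1 that a DEG needs. *ATF4* is on chromosome 22 of GRCh38 from 39519695 to 39522683 and *EIF2AK4* on chromosome 15 of GRCh38 from 39934115 to 40035591. Without D HF replicate 3 *ATF4* rose in D HF against D, by 0.61 (adjusted p = 0.0083 from limma; 0.0083 to 0.62 over all alternatives). *EIF2AK4* did not pass in D against UD with median-of-ratios scaling (adjusted p = 0.054 from limma; 0.0062 to 0.054 over all alternatives), or in UD HF against UD with median-of-ratios or TMM scaling or without UD replicate 1, UD HF replicate 1 or UD HF replicate 2 (adjusted p = 0.11, 0.11, 0.081, 0.074, 0.054; 0.017 to 0.11 over all alternatives).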

RNA sequencing analyses revealed upregulation of multiple TGFβ‐SMAD signalling components during decidualization, while expression of genes associated with the integrated stress response like *ATF4* and *EIF2AK4* was not significantly changed. TGFβ signalling is critical for decidualization of HESCs [45, 46, 47]. In mice, conditional ablation of *Tgfbr1* in the uterus impairs decidual immune cell function necessary for establishing maternal immune tolerance [48]. SMADs are key mediators of the TGFβ signalling response, but their precise role in decidualization is not fully understood. Nuclear localization of SMAD4 increased during decidualization and was disrupted by HF, suggesting that activation of the amino acid starvation response may inhibit TGFβ‐SMAD signalling required for decidualization.

In HEK293T cells, HF disrupted TGFβ‐SMAD signalling, which is consistent with several other studies using distinct cell types [24, 49, 50, 51], and this inhibition was restored by proline supplementation. This suggests that TGFβ‐mediated biological functions are sensitive to amino acid availability, consistent with growing evidence that TGFβ signalling regulates amino acid metabolism, bioavailability and biosynthesis [18]. TGFβ stimulation in non‐small cell lung cancer cells alters intracellular amino acid levels and metabolism [52]. TGFβ also induces glutamine catabolism by inducing the expression of glutamine transporter and glutaminase 1 [53]. In NIH3T3 fibroblasts, proline biosynthesis from glutamine is stimulated by TGFβ‐SMAD signalling and reduces the levels of mitochondrial reactive oxygen species [54]. In future studies, it would be interesting to investigate whether the metabolite profile of HESCs is altered during decidualisation and following HF exposure.

Network analysis revealed that HF altered biological functions including cell differentiation, adhesion, motility and angiogenesis. Specifically, HF prevented decidualization‐associated increases in *IGF1* and *IGF2* gene expression, supporting the notion that disruption of the IGF signalling axis may impair decidualization and related functions such as motility or adhesion. 

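With HF present, decidualization medium gave a log2 fold change of 1.06 (standard error 0.22, adjusted p = 0.0019 from limma) for *IGF2* and of 0.52 (standard error 0.33, adjusted p = 0.23 from limma) for *IGF1*, against control medium with HF. *IGF2* was 338 ± 47.5 CPM in D HF, above UD by 0.68 (standard error 0.22, adjusted p = 0.020 from limma). Of 16 genes of IGF binding proteins and the IGF pathway, 10 rose and 1 fell in D versus UD (10 and 2 when adjusted over the list alone) and 3 rose and 7 fell in D HF versus D (5 and 7 when adjusted over the list alone). *PAPPA*, a protease that frees IGF from its binding proteins, rose by 2.29 (adjusted p = 9.6e-09 from limma) in D against UD. *PAPPA2*, a related protease, rose with HF by 2.26 (adjusted p = 5.2e-07 from limma) in decidualization medium and 3.00 (adjusted p = 1.5e-08 from limma) in control medium, and *IGFBP6* fell, with a log2 fold change of -1.39 (adjusted p = 9.6e-06 from limma) in the former. *IRS2*, a substrate of the insulin and IGF1 receptors, was higher in D HF than in UD HF by 1.88 (adjusted p = 3.7e-07 from limma). The list was enriched among the DEGs of D versus UD and D HF versus D (Fisher's exact test, adjusted p = 2.2e-06 and 4.0e-05). The difference of *IGF2* between D HF and UD did not pass without UD replicate 1, UD replicate 3 or D HF replicate 2 (adjusted p = 0.10, 0.079, 0.079 from limma; 0.00020 to 0.10 over all alternatives). With a pseudocount of 0.1 *IGF1* was higher in D HF than in UD HF (adjusted p = 0.046 from limma; 0.046 to 0.64 over all alternatives).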

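*PDGFRA*, a receptor of platelet-derived growth factors, was 500.1 ± 36.4 CPM in UD, 245 ± 19.9 CPM in UD HF, 679 ± 33.4 CPM in D and 187 ± 43.8 CPM in D HF. It fell with HF, with a log2 fold change of -1.88 (standard error 0.13, adjusted p = 1.8e-06 from limma) in decidualization medium and of -1.03 (standard error 0.13, adjusted p = 6.7e-05 from limma) in control medium, with an interaction of -0.85 (standard error 0.19, adjusted p = 0.0066 from limma). *PDGFRB*, the other receptor of the family, fell, with a log2 fold change of -1.11 (standard error 0.17, adjusted p = 0.00019 from limma) in D HF against D and of -0.70 (standard error 0.17, adjusted p = 0.0055 from limma) in UD HF against UD, and its interaction was -0.41 (adjusted p = 0.26 from limma). In D against UD, *PDGFRA* rose by 0.44 (adjusted p = 0.016 from limma) and *PDGFRB* had -0.06 (adjusted p = 0.80 from limma). *PDGFD* also fell with HF in control medium, with a log2 fold change of -1.76 (standard error 0.18, adjusted p = 8.8e-06 from limma), and *HGF* was 26.7 ± 7.81 CPM in UD and 1.5 ± 0.405 CPM in UD HF. Of the 6 receptor tyrosine kinases that the paper names, which the study chose on these samples, 0 rose and 4 fell in D HF versus D (0 and 4 when adjusted over the list alone) and 0 rose and 5 fell in UD HF versus UD (0 and 5 when adjusted over the list alone). The rise of *PDGFRA* in D was lost without UD replicate 1 (adjusted p = 0.070 from limma; 0.0016 to 0.070 over all alternatives).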

HF also reduced expression of *HGF*, which encodes a mitogenic growth factor [55], as well as *PDGFD*, *PDGFRA* and *PDGFRB*, which regulate fibrosis, complement activation [56], and late stage angiogenesis through vessel stabilization [57]. Conversely, HF increased the expression of *FGF‐2*, *VEGFC* and *VEGFA* [58, 59]. These data reveal how HF treatment affects the expression and signalling pathways of specific growth factors to alter important biological functions in HESCs.

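*FGF2*, a basic fibroblast growth factor, was 209 ± 51.4 CPM in UD, 739 ± 177 CPM in UD HF, 192 ± 4.56 CPM in D and 441 ± 31.3 CPM in D HF. It rose with HF by a log2 fold change of 1.2 (standard error 0.18, adjusted p = 0.00020 from limma) in decidualization medium and by 1.82 (standard error 0.18, adjusted p = 8.8e-06 from limma) in control medium. Its log2 fold change in D against UD was -0.09 (adjusted p = 0.73 from limma). *VEGFA* rose in control medium by 3.17 (standard error 0.27, adjusted p = 2.0e-06 from limma) and *VEGFC* by 0.51 (standard error 0.12, adjusted p = 0.0038 from limma). *FGF2* lies on chromosome 4 of GRCh38 from 122826682 to 122898236 and *VEGFA* on chromosome 6 of GRCh38 from 43770184 to 43786487. Of 37 genes of the hypoxia response, a group to which *VEGFA* belongs, 15 rose and 4 fell in UD HF versus UD (15 and 6 when adjusted over the list alone) and 16 rose and 6 fell in D HF versus D (16 and 7 when adjusted over the list alone). With median-of-ratios or TMM scaling 10 rose and 11 fell in D HF versus D. *VLDLR*, a lipoprotein receptor of this list, rose by 3.30 (adjusted p = 2.4e-05 from limma) in UD HF against UD.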

The partial phenotypic overlap between HF treatment and leucine deprivation suggests that decidualisation may be sensitive to different amino acid deficiencies, with individual amino acids modulating this process through both shared and distinct pathways. Future studies are needed to dissect the specific signalling mechanisms and metabolic checkpoints involved in amino acid sensing during decidualisation, including whether HF modulates pathways such as mTOR, GCN2 or TGF‐β/SMAD signalling pathways in an amino acid‐specific or general manner.

While these data strengthen our understanding of the nutrient‐sensing pathways regulating decidualisation, certain limitations of this study should be acknowledged. First, we used an endometrial cell line, which may not entirely replicate in vivo decidualised HESCs [60]. While these cells allow for experimental consistency and long‐term passaging, and we have verified their decidualisation capacity, it would be informative to repeat some of our experiments in primary HESCs isolated from endometrial biopsies. Second, HF treatment may not fully recapitulate the biological effects of amino acid restriction on decidualisation. While HF is a well‐established tool to mimic amino acid (particularly proline) starvation, validating our findings in physiologically relevant in vivo contexts remains an important future direction. Although administering HF to pregnant animals may introduce confounding systemic effects, future studies could investigate the role of TGF‐β/SMAD signalling in decidualisation deficiencies using an animal model of protein or nutrient deficiency.

In conclusion, our findings suggest that amino acid restriction activates pathways in HESCs that interfere with their capacity to undergo decidualisation. These findings provide crucial insights into the relationship between nutrient stress and pregnancy complications associated with defective decidualisation. Our results underscore the significance of amino acids such as proline and specific growth factors in driving decidualisation and help to inform the intricate molecular mechanisms governing decidualisation in HESCs under nutrient‐stress conditions.

## Author Contributions

**Chloe Jang:** data curation (lead), formal analysis (lead), investigation (lead), methodology (lead), project administration (lead), validation (lead), visualization (lead), writing – original draft (lead), writing – review and editing (lead). **Cristiana Iosef:** data curation (supporting), formal analysis (equal), methodology (supporting), project administration (supporting), visualization (supporting), writing – review and editing (supporting). **Stephen J. Renaud:** conceptualization (equal), investigation (supporting), methodology (supporting), project administration (equal), supervision (supporting), writing – review and editing (equal). **Victor K. M. Han:** conceptualization (equal), funding acquisition (lead), investigation (lead), project administration (lead), resources (equal), supervision (lead), validation (lead), visualization (lead), writing – review and editing (equal).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** jcmm70821‐sup‐0001‐Supinfo.docx.

## Data Availability

The raw and processed RNA sequencing data from this study can be accessed in the Gene Expression Omnibus (GEO) at GSE294481.

# Supplementary material for: Amino Acid Restriction Impairs Human Endometrial Stromal Cell Decidualization and Is Rescued by Proline Supplementation
**Source:** J Cell Mol Med. 2025 Sep 16;29(18):e70821. doi: 10.1111/jcmm.70821
**Supplement:** Supplementary file 1 — Data S1: jcmm70821‐sup‐0001‐Supinfo.docx.

**Supplemental Figures:**

**Figure 1. Effect HF and proline or leucine on cellular integrity.** HESC were cultured in decidualization medium and treated with HF with or without proline or leucine supplementation, and then the number of viable cells was estimated using a MTT assay. Data represent mean ± SEM, n = 3.

**
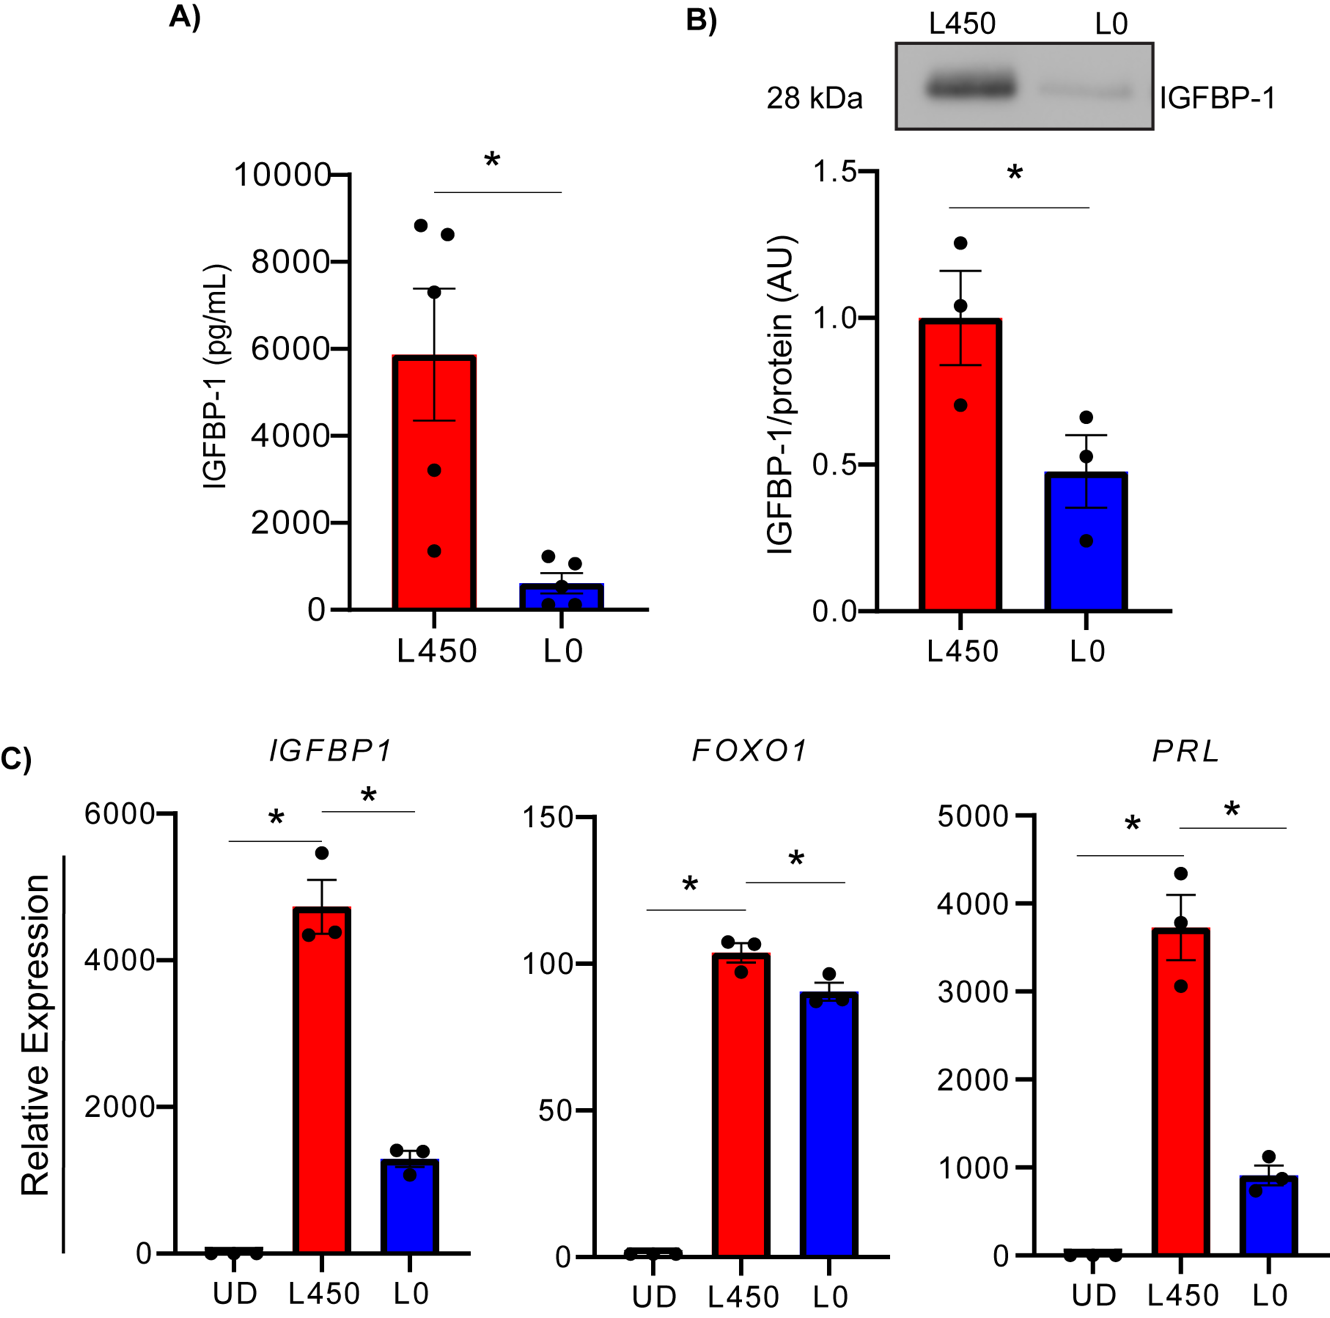
**

**Figure 2. Leucine deprivation impairs decidualization.** HESCs were cultured for 6 days in leucine-replete (450 μM) or leucine-depleted (0 μM) decidualization media. A. IGFBP-1 levels in conditioned media. B. Western blot analysis of cellular IGFBP-1 protein levels. C. Transcript levels of IGFBP1, PRL, and FOXO1 in HESCs cultured in leucine-replete or leucine-depleted decidualization media. Undecidualized (UD) cells cultured in leucine-replete media are also shown. Data represent mean ± SEM. N=5 independent replicates for panel A, N=3 independent replicates for panels B-C. *p < 0.05.

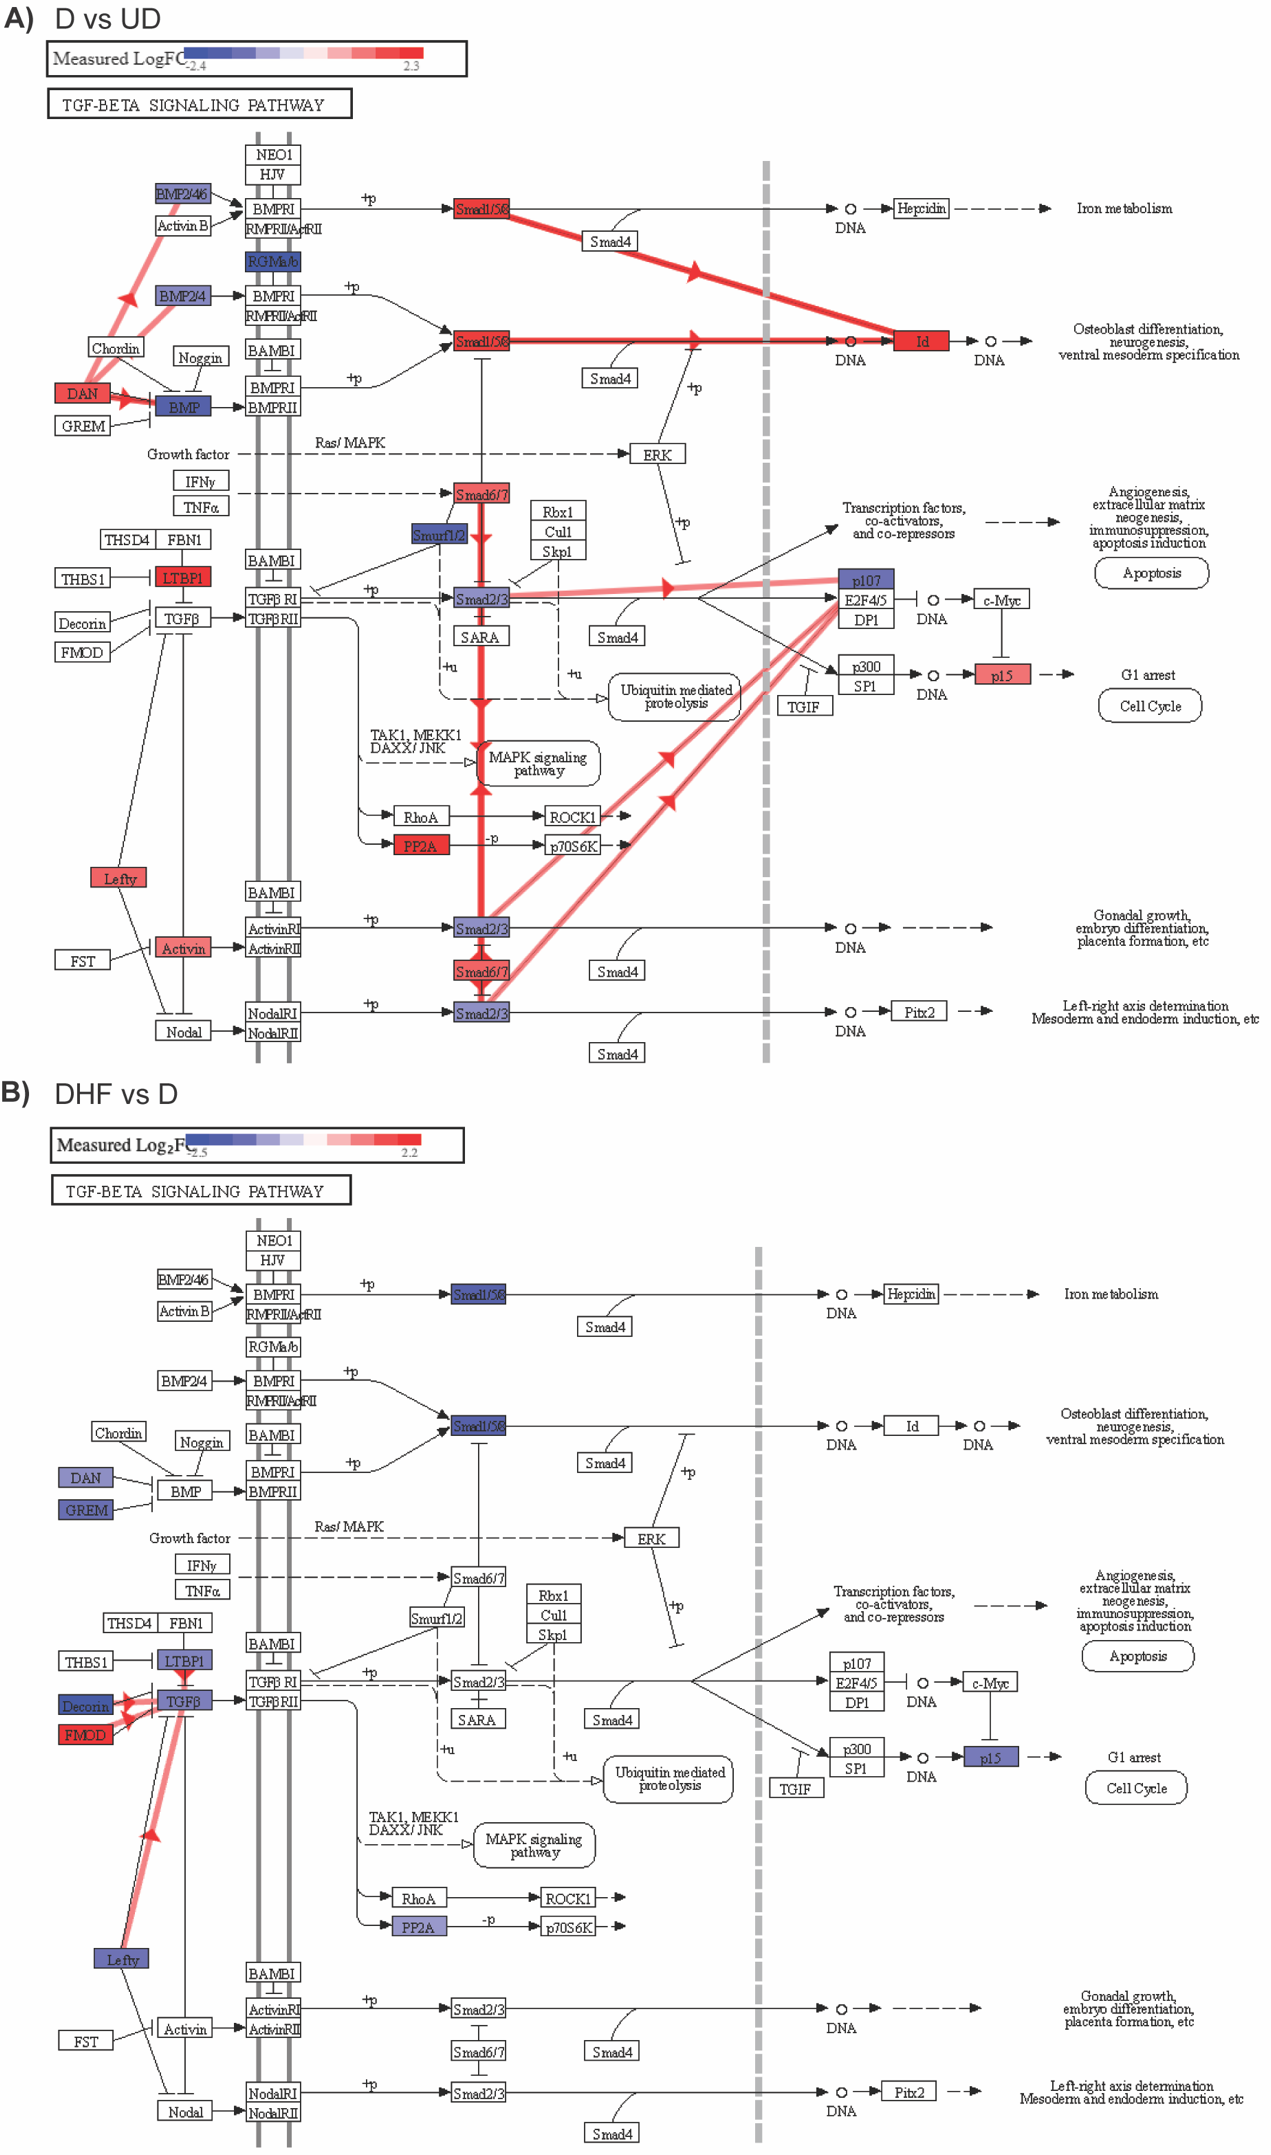

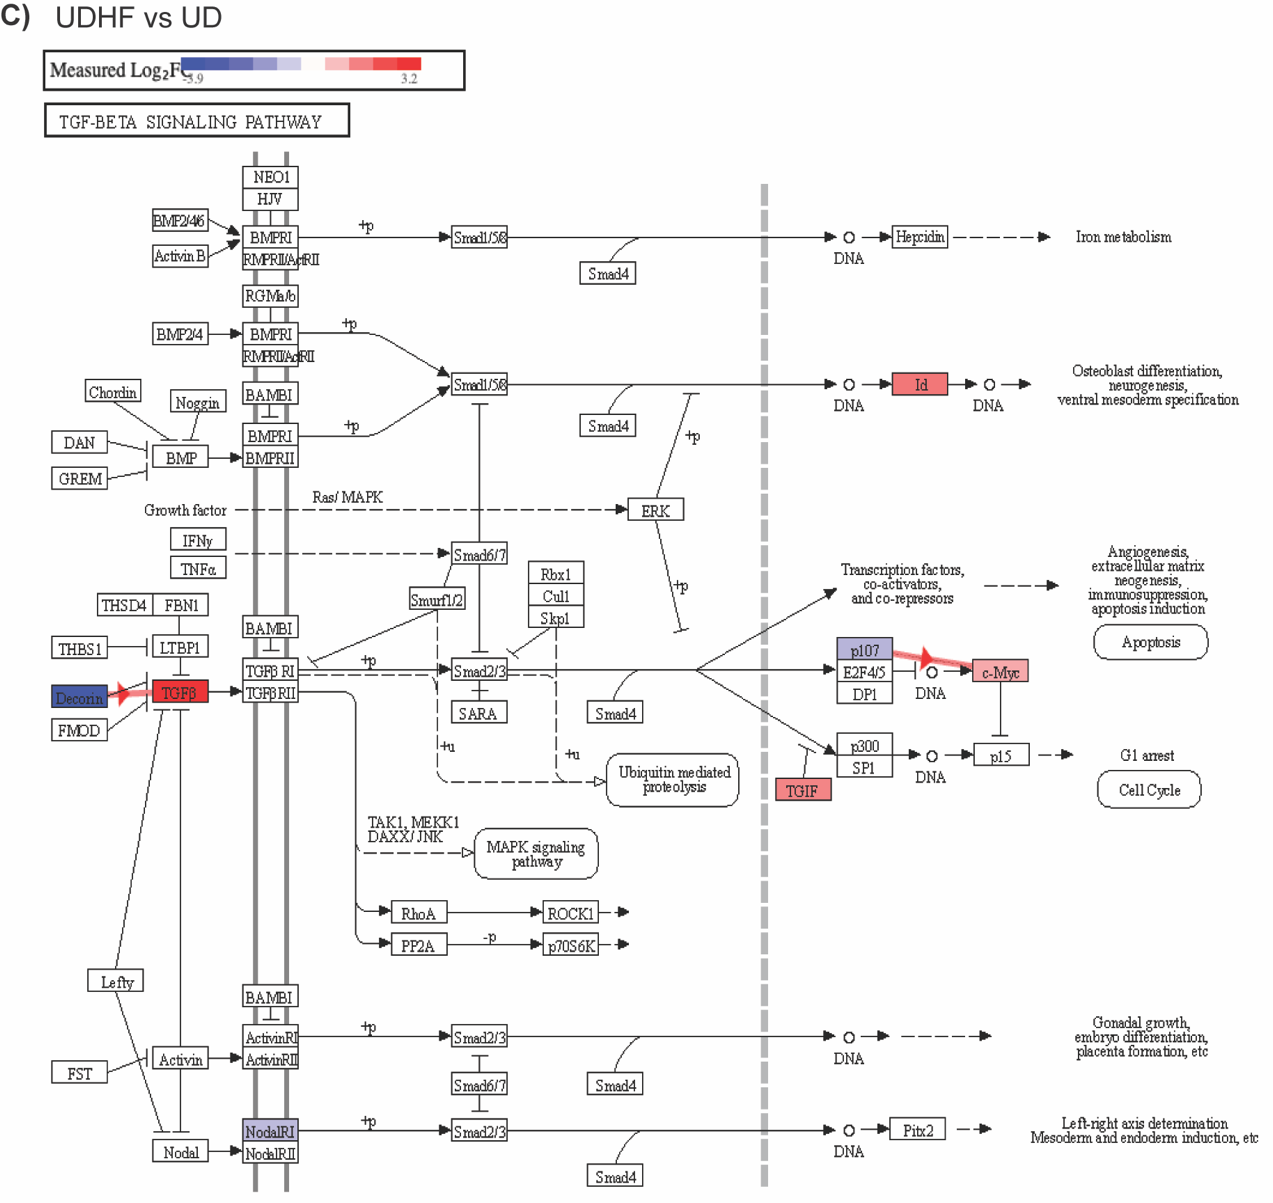

**Figure 3. Pathways analysis of the effect of HF on TGFβ signaling.** IPathway Guide analysis revealed measured Log2FC of key signaling members of the TGFβ pathway as well the predicted downstream cascade effects for A. Decidualizing HESCs vs Undecidualized HESCS (**D** vs **UD**), B. D treated with HF vs D (**D HF vs D),** and C. UD treated with HF vs UD (**UD HF vs UD).**

**Supplemental Table 1. List of Antibodies Used**

| **Antibody List** | | |
| --- | --- | --- |
| **Primary Antibody** | **Catalogue Number (Dilution)** | **Manufacturer** |
| IGFBP-1 6303 SP-5 | 100056 (mouse mAb); Immunocytochemistry (ICC) 1:200; Western blotting 1:10,000 | Medix Biochemica, Espoo, Finland |
| Phospho-IGFBP-1 (Ser101) | Custom antibody (Western blotting 1:1000) | YenZym Antibodies, Brisbane, CA, USA |
| Vimentin | ab92547 (rabbit pAb); ICC 1:500 | Abcam, Cambridge, UK |
| SMAD4 | 46535S (rabbit mAb); ICC 1:500 | Cell Signaling Technology, Danvers, MA, USA |
| **Secondary Antibody** | **Catalogue Number** | **Manufacturer** |
| Donkey anti-Mouse IgG | Alexa Fluor 594; R37115 (2 drops/mL) | Thermo Fisher Scientific, Waltham, MA, USA |
| Donkey anti-Rabbit IgG | Alexa Fluor 488; R37118 (2 drops/mL) | Thermo Fisher Scientific, Waltham, MA, USA |

**Supplemental Table 2. List of Primers Used**

| **Primer List** |  |  |
| --- | --- | --- |
| **Gene** | **Forward Primer (5'→3')** | **Reverse Primer (5'→3')** |
| ATF4 | CATGGCGTATTAGGGGCAGC | GCTGCTGAATGCCGTGAGAA |
| B-ACTIN | GAGCACAGAGCCTCGCCTTT | GCGCGGCGATATCATCATCC |
| FOXO1 | CGAGTGGATGGTCAAGAGCGT | TTGCCACCCTCTGGATTGAGC |
| HAND2 | CACCAGCTACATCGCCTACC | ATTTCGTTCAGCTCCTTCTTCC |
| IGFBP-1 | CATCCTTTGGGACGCCATC | GGATGTCTCACACTGTCTGC |
| PRL | GGGGTTCATTACCAAGGCCA | TGGATAGGATAGCCTCCGGG |
| YWHAZ | ATGCAACCAACACATCCTATC | GCATTATTAGCGTGCTGTCTT |

**Supplemental Table 3. Association Network of Key DEGs Affected by HF in Decidualizing HESCs.**

| Function | Genes |
| --- | --- |
| Motility | Upregulated: *FGF2, TGFB2, VEGFA, VEGFC* |
|  | Downregulated: *DCN, ERBB3, HGF, IGF1, KITLG, NBL1, PDGFD, PDGFRA, PDGFRB, TEK, TGFB1* |
| Angiogenesis | Upregulated: *FGF2, TGFB2, VEGFA, VEGFC* |
|  | Downregulated: *DCN, HGF, PDGFRA, PDGFRB, PRL, TEK* |
| Differentiation | Upregulated: *FGF2, NGF, TGFB2, VEGFA, VEGFC* |
|  | Downregulated: *CDKN2B, ERBB3, FOXO1, HGF, IGF1, IGF2, KITLG, LEFTY2, NBL1, PDGFRA, PDGFRB, SMAD9, TEK, TGFB1* |
| Adhesion | Upregulated: *TGFB2, VEGFA* |
|  | Downregulated: *ERBB3, IGF1, IGF2,* *KITLG, PDGFRA, TEK, TGFB1* |

How the deposited data were processed for this re-analysis (not part of the article)

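Polyadenylated RNA of immortalized HESCs was sequenced as paired reads after 4 days in control medium (UD), decidualization medium (D), control medium with 100 nM HF (UD HF) and decidualization medium with 100 nM HF (D HF). There were 12 libraries, 3 in each of 4 groups, and all could be assigned to their group from their labels. The labels give the same batch for all of them. The authors aligned the reads with STAR 2.7.8a in Partek Flow, whose version the paper's text does not give, and removed features with fewer than 8 reads. One table, as deposited by the authors, holds CPM plus 1.0 per gene and library, made by scaling the reads of each gene to the total of its library. A further table, deposited as raw counts, holds no counts. Its P-value and FDR columns were made by the authors with a test of each pair of groups in Partek Flow, and the paper's text does not name that test. Its ratio and fold change columns were computed by the authors from group means of CPM plus 1.0, and the group means are deposited beside them.

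The values analysed here hold no counts of reads. The 1.0 was subtracted to return to CPM, and the reads of each library were estimated from the CPM value of a single read, taken as the smallest step between low values. They ranged from 20094444 to 38028969 per library. Of the values under 20 estimated reads, 78.1 to 79.6% lay within 0.05 of a whole number, so the values were not treated as counts. Negative binomial and quasi-likelihood tests on counts were not run, although the comparisons had been designed for counts with TMM scaling. Of the tools for counts, limma-voom was run on the estimated reads as an alternative. The smallest highest value of any of the 19458 genes was 8 estimated reads. Every gene identifier matched the GENCODE v44 annotation of GRCh38, and 16831 of the genes carried a symbol. Genes with at least 8 estimated reads in at least 3 of the 12 libraries, with a tolerance of 0.01 read, were tested. They numbered 18043, and 17945 without the tolerance. Pearson correlations of log2(CPM + 1) between libraries of a group were 0.992 to 0.997. Their differences were larger than the sampling noise of the estimated reads in each group.

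Group means of log2(CPM + 1) were fitted over all 12 libraries with limma 3.58.1 in R 4.3.3, with moderated variances that follow a trend with the mean (8 residual and 5.08 prior degrees of freedom). The 5 comparisons of D with UD, D HF with D, UD HF with UD, D HF with UD HF and D HF with UD and the interaction of HF and medium, (D HF - D) - (UD HF - UD), were tested, and p was adjusted by the method of Benjamini and Hochberg over the genes tested. DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Tables and figures were made with python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Named genes were every gene the paper names; for each comparison of Figure 4B the 10 DEGs with a symbol that rose most and the 10 that fell most, among those with a mean of at least 5 CPM in the higher group and no overlap between the libraries of the 2 groups; for the interaction the 10 largest each way by the same limit without the condition on overlap; and up to 4 members with the largest change of each list described, at 1 CPM or more. Only part of the genes so chosen are named. Genes named outside this rule are said to be so at their value. The 3 libraries against 3 allow no exact permutation p under 0.1 for a single gene, so the tests rest on the model of all genes.

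Of 46 gene lists, 41 had at least 5 genes tested. Enrichment of DEGs was tested with Fisher's exact test, one-sided, against all genes tested, and the direction of a list with camera at a preset correlation of 0.01. Both were adjusted over 246 tests of 41 lists in 6 comparisons. The alternatives were a correlation estimated for each list and fry, which tests a list without reference to other genes. Where 2 comparisons share libraries, the overlap of their DEGs was set against 100 simulations of unchanged groups. The results were recomputed with median-of-ratios and TMM scaling, all deposited genes, pseudocounts of 0.5 and 0.1, limma-voom on the estimated reads, the authors' p-values over the genes tested here, the replicate number as a block, only the groups compared, other DEG thresholds and without each library in turn. For the principal components and distances the alternatives also included CPM + 1 without the log, genes scaled to unit variance and the 500 genes with the largest variance.

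The libraries carry the replicate numbers 1, 2 and 3 in each group, and neither the labels nor the paper's text says what a number marks. Whether the numbers pair the libraries was checked by the correlation across genes of their deviations from the group means. For numbers 1, 2 and 3 it was 0.242, 0.410 and 0.262 between D and UD, and 0.234, 0.286 and 0.153 between D HF and D, so that each pair exceeded 0.1 in these 2 comparisons. It was 0.0555, 0.216 and 0.0330 between UD HF and UD, 0.154, 0.0660 and 0.0514 between D HF and UD HF, and 0.140, 0.114 and 0.0994 between D HF and UD, where 1 or more pairs stayed under 0.1. Over all 4 groups 13 of 18 pairs exceeded 0.1. The pairing comes from these values and not from the design, and the block was kept as an alternative.

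The fit was tested on simulated data, in which 50 genes each of the comparison of D with UD were given a known log2 fold change. At 0.585, 25 of 50 passed the adjusted p and 1 was called a DEG. At 1, 42 passed and 18 were called. At 2, 50 passed and 47 were called, and at 3, 50 and 49. Among the unchanged genes of this simulated data set there were 0 false DEG calls, which need the fold condition as well. False calls by the adjusted p alone are not given here. The changed genes had a mean of at least 1 CPM. The noise was drawn independently for each library from the fitted spread. It held no deviations shared by replicate number, so the simulation does not measure false calls that these could cause. On the scale of log2(CPM + 1), a fold change of a gene with few CPM is understated. Values listed at 0 are reported as such, and no fold change is given against a group whose libraries are all listed at 0. The experiments of the paper on protein, secretion, cell number and rescue with proline are not covered by the files analysed here and were not recomputed. The hallmark gene sets and the KEGG pathway file were not available.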

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

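The difference between D and UD HF over the G2 and mitosis genes and the depth of the libraries with number 2 were tested only after the results had been seen. Results are given here where the interaction of HF and medium had an adjusted p under 0.05 from limma, or where genes outside those the paper discusses, or a comparison it does not report, changed beyond the spread of the libraries.

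The interaction of HF and decidualization medium gave 875 DEGs, 537 above 0 and 338 below 0. The share above 0 was 61.4% on CPM, 51.8% of 857 with median-of-ratios and 52.6% of 859 with TMM scaling. Of 100 draws of the 12 libraries into 4 groups of 3, the real one included, 1 had a count as large. The highest of the others had 825, with 1 group whole and 2 libraries of each of the other 3 groups together, and the next had 460. The genes that rose in D against UD and fell in D HF against D numbered 221. Here 2 of 100 draws had a count as large, again with libraries regrouped freely, and the highest other draw, with 236, exceeded the real count and again had 1 group whole and 2 libraries of each other group together. A draw that mixes the groups counts their differences as spread, and the median of the other draws was 0 for both counts. The draws also take no account of the replicate number, which pairs the libraries in D against UD and in D HF against D by their correlations. They therefore exclude chance for neither count. For D HF against UD, a comparison of the authors' table that the paper does not report, there were 1740 DEGs, 816 higher and 924 lower. The share that was higher was 46.9% on CPM, 38.6% of 1708 with median-of-ratios and 38.5% of 1707 with TMM scaling. The real split was the largest in 1 of 10 splits of the 6 libraries, and the highest other split had 0. Likewise 1 of 10 splits was as large in D against UD (1359, highest other 0), D HF against D (1011, highest other 1), UD HF against UD (1170, highest other 1) and D HF against UD HF (1191, highest other 0). Splits of 3 against 3 are too few for a share under 0.05. Where the replicate numbers pair the libraries, 4 of the 10 splits part all 3 pairs. Among these the highest other count was 0 in D against UD and 1 in D HF against D, and the splits that part fewer pairs had at most 0 in both.

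Interactions above 0 in genes of the cell cycle, as log2 values from limma with an adjusted p under 0.05, were *MKI67* (5.75), *RRM2* (5.45), *TOP2A* (4.87), *KIF20A* (4.62), *BIRC5* (4.54), *CDC20* (4.15), *TK1* (4.07), *ANLN* (4.04), *HJURP* (3.97) and *KNL1* (3.95). The G2 and mitosis genes had a median of 1.09 CPM in D, where log2(CPM + 1) leaves little room for a fall. Had HF lowered each of them in D by its own ratio of UD HF to UD, their median change would have been only -0.886. The scale thus enlarges interactions above 0 in such genes. Among other genes that the paper names, interactions were above 0 for *FGF7* (2.11), *FGF5* (1.69), *FGF9* (1.67), *DCN* (1.34), *FMOD* (1.32), *ANGPT1* (1.26), *VEGFC* (1.05), *GAPDH* (0.55) and *SMAD4* (0.36). Interactions below 0 were largest for *IFI30* (-3.43), *CCN4* (-3.36), *DEPP1* (-3.35), *KIF26B* (-3.31), *SLC16A6* (-3.03), *IL1R1* (-2.95), *RGS2* (-2.82), *WNT4* (-2.78) and *MAOA* (-2.77). They were below 0 as well for *KITLG* (-2.66), *IGF1* (-2.65), *FOXO1* (-1.8), *NBL1* (-1.77), *VEGFA* (-1.66), *PDGFD* (-1.63), *LTBP1* (-1.38), *CDKN2B* (-1.15), *AREG* (-1.05), *SMAD9* (-1.04), *PPP2R1B* (-1.01), *TGFB1* (-0.91), *SMAD6* (-0.87), *PDGFRA* (-0.85), *HAND2* (-0.75) and *PPP2CB* (-0.73).

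Several of these calls did not hold under each alternative. With limma-voom on estimated reads the interaction did not pass for *CCN4* (adjusted p = 0.28; 7.5e-06 to 0.28 over all alternatives), *SLC16A6* (0.32; 1.7e-05 to 0.32 over all alternatives), *WNT4* (0.23; 7.0e-06 to 0.23 over all alternatives), *MAOA* (0.17; 2.8e-06 to 0.17 over all alternatives), *FOXO1* (0.098; 0.0026 to 0.098 over all alternatives), *IGF1* (0.71; 0.00025 to 0.71 over all alternatives) or *SMAD4* (0.051; 0.021 to 0.11 over all alternatives). With a pseudocount of 0.1 that of *IGF1* did not pass (0.090). *IGF1* stood at 0 to 0.0572 CPM in UD HF, where log2(CPM + 1) understates its fall. On CPM with median-of-ratios or TMM scaling those of *GAPDH* (0.084 and 0.077; 0.0059 to 0.084 over all alternatives) and *SMAD4* (0.10 and 0.094) did not. Single libraries also decided calls of limma. *SLC16A6* did not pass without UD replicate 1, UD replicate 2, UD HF replicate 1, UD HF replicate 3, D replicate 1, D replicate 3 or D HF replicate 2 (adjusted p = 0.050 to 0.064), *SMAD4* without any library but D replicate 2 and D HF replicate 3 (adjusted p = 0.055 to 0.11), and *GAPDH* without UD replicate 1, UD HF replicate 1, UD HF replicate 2, UD HF replicate 3, D replicate 3 or D HF replicate 1 (adjusted p = 0.051 to 0.077). *HAND2* did not pass without UD replicate 1, UD replicate 3, UD HF replicate 3, D replicate 1, D HF replicate 1 or D HF replicate 2 (adjusted p = 0.053 to 0.064; 0.0053 to 0.064 over all alternatives), *SMAD9* without UD replicate 1, UD HF replicate 3 or D HF replicate 1 (adjusted p = 0.053 to 0.059; 0.0011 to 0.059 over all alternatives), *AREG* without UD replicate 1, UD HF replicate 1, UD HF replicate 3, D replicate 1 or D replicate 3 (adjusted p = 0.055 to 0.061; 0.0090 to 0.061 over all alternatives), and *FGF5* without UD HF replicate 1 or UD HF replicate 3 (adjusted p = 0.052 and 0.052; 0.00028 to 0.052 over all alternatives).

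By list, the interaction was above 0 in 59 of 60 G2 and mitosis genes and below 0 in 0 (59 and 0 when adjusted over the list alone; Fisher's exact test, adjusted p = 1.1e-64), and in 57 and 0 of 60 S phase and E2F targets (57 and 0 when adjusted over the list alone). With TMM scaling the counts above 0 were 58 and 56. Among 31 p53 targets it was above 0 in 1 and below 0 in 13 (2 and 15 when adjusted over the list alone), with 8 below 0 without D replicate 1, UD HF replicate 1 or UD HF replicate 3. Among 14 targets of the progesterone and glucocorticoid receptors it was above 0 in 1 and below 0 in 8 (1 and 8 when adjusted over the list alone). The direction of these 4 lists did not pass camera with an estimated correlation (adjusted p = 0.12, 0.16, 0.32 and 0.12). As the G2 and mitosis genes had a median of only 1.09 CPM in D, log2(CPM + 1) favours interactions above 0 for them. Their count and its Fisher's exact test thus do not by themselves show a different relative response to HF.

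Lists whose genes the paper does not report also changed. Of 20 aminoacyl-tRNA synthetases of the cytosol, 19 rose and 1 fell (19 and 1 when adjusted over the list alone) in D HF against D, and 18 rose with TMM or median-of-ratios scaling. Of 24 genes of proline, serine and glycine synthesis, 17 rose and 4 fell (18 and 4 when adjusted over the list alone) in D HF against D (Fisher's exact test, adjusted p = 1.2e-05), and 14 rose with TMM or median-of-ratios scaling. They include *SHMT1*, which fell, with a log2 fold change of -1.61 (adjusted p = 0.00057 from limma). Of 13 smooth muscle and pericyte markers, 0 rose and 8 fell (0 and 8 when adjusted over the list alone) in D HF against D (Fisher's exact test, adjusted p = 4.7e-07), among them *ABCC9* (-2.72), *MCAM* (-1.91), *CNN1* (-1.84) and *LMOD1* (-1.44) by log2 fold change. Of 12 replication-dependent histones tested, 10 rose and 0 fell (10 and 0 when adjusted over the list alone) in D against UD (Fisher's exact test, adjusted p = 0.00031), among them *H4C8* (1.84), *H2BC5* (1.59), *H2BC4* (1.41) and *H2AC6* (1.34). Histone genes are near-identical copies that share reads, so that single members are uncertain. The libraries were made from polyadenylated RNA, so these values cover only polyadenylated transcripts of the histone genes. Of 60 S phase and E2F targets, 0 rose and 54 fell in the same comparison. Of 76 cytosolic ribosomal proteins, 0 rose and 66 fell (0 and 69 when adjusted over the list alone) in D against UD, by small amounts (median -0.40 on the log2 scale), and 52 fell with TMM and 51 with median-of-ratios scaling. Camera with an estimated correlation did not pass for these 5 lists (adjusted p = 0.40, 0.47, 0.32, 0.34 and 0.49).

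HF lowered G2 and mitosis genes in control medium and not in decidualization medium. Of the 60 genes, 59 fell in UD HF against UD, while 6 rose and 5 fell in D HF against D. The median CPM of the list was 19.2 in UD, 0.895 in UD HF, 1.09 in D and 1.42 in D HF. The tables argue against the scaling of the libraries, since the median interaction was 2.79 on CPM and 2.73 with both TMM and median-of-ratios scaling. They also argue against the floor of the log2(CPM + 1) scale as the whole cause, since the median log2 fold change would have been -0.886 had HF lowered each gene in D by its own ratio of UD HF to UD, and the observed median was 0.0713. The counts in D HF against D were small and moved with the processing: with TMM scaling 1 rose and 7 fell, and the count that rose was 3 without D HF replicate 1 or D replicate 1, 1 without D HF replicate 2 or D replicate 3 and 10 without UD replicate 2. The genes were already low in D without HF: the median log2 difference of D and UD HF was 0.0280 (interquartile range -0.165 to 0.235). A candidate explanation is that decidualization medium by itself lowered these genes as far as HF did in control medium, and HF lowered them no further. The RNA was taken only after 4 days, so the order of these changes cannot be told. The explanation remains a hypothesis, as it was formed and tested on the same libraries.

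The libraries with replicate number 2 stand apart from those with numbers 1 and 3 in each of the 4 groups, on the first principal component of the deviations from the group means, which held 30.4% of their variance. In 17.0% of genes the 4 libraries with number 2 lay on the same side of their group means, against 12.5% for independent libraries. Of 25 genes of cholesterol synthesis, 24 were higher in all 4 libraries with number 2, with a median deviation of 0.627 on the log2 scale. Of 76 cytosolic ribosomal proteins, 40 were. Transcript length is argued against, since its Spearman correlation across genes with the mean deviation of the 4 libraries was -0.0311. Depth is too: the library with number 2 was the shallowest in 2 groups and the deepest in 1. GC content cannot be told apart from other causes. The correlation was 0.102, between the limits set for the test, and it was 0.173 in UD, 0.0985 in UD HF, -0.0343 in D and -0.0267 in D HF. No biological explanation was tested, as the labels give none for the numbers, and a shared culture day or medium stays open.

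The median interaction of HF and medium over 52 ATF4 and CHOP targets was -0.319. It was above 0 in 4 of them and below 0 in 10 (4 and 13 when adjusted over the list alone), with 16 below 0 without UD HF replicate 2, and the other 38 did not pass. The direction of the list passed camera (adjusted p = 0.00022) and not with an estimated correlation (adjusted p = 0.60). The scaling of the libraries is argued against, since the median was -0.411 with TMM and -0.418 with median-of-ratios scaling. A smaller HF response of all genes in decidualization medium stays open. The slope of D HF versus D on UD HF versus UD was 0.798 over 36 called genes of the list and 0.531 over 1045 other called genes without the cell cycle lists, and the difference of the other genes minus the list was -0.267. The slope of the other genes was 0.567 for those that rose and 0.513 for those that fell. These values are consistent with a response to HF that was smaller in decidualization medium across called genes. The difference between the 2 slopes itself has no test and no error here. Genes were called on UD HF against UD, which inflates the response in control medium.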

How the results depend on the processing

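Apart from the principal components and distances, for which TMM scaling and the pseudocount of 0.1 were chosen at the start, TMM scaling, the pseudocounts of 0.5 and 0.1, limma-voom on estimated reads and the authors' p-values were chosen as alternatives after seeing the data. The alternatives chosen at the start that need counts of reads were not run as written: negative binomial and quasi-likelihood tests, size factors within them, a test against a fold change threshold on counts and an expression filter built on counts. Their nearest forms on CPM are the alternatives given here. The filters of at least 8 reads in 1 library, of 8 reads in sum and of no filter keep the same 19458 deposited genes and are 1 setting. No call of a named gene and no call of a list by camera changed its direction under the alternatives run. Enrichment was tested one-sided and has no direction that could change. Ratios and balances of counts, which have no test of their own, did turn. The ratio of distances from D HF to UD and to D passed to the other side of 1 without the log. The balance of genes that rose and fell turned with TMM and with median-of-ratios scaling in D HF against D for the hypoxia response (16 and 6 on CPM, 10 and 11), the KEGG-like TGFβ pathway (17 and 15, 9 and 21), NF-kB and the inflammatory response (13 and 6, 7 and 10), G2 and mitosis (6 and 5, 1 and 7) and BMP and SMAD1/5 responsive genes (5 and 4, 3 and 4), and in D HF against UD for collagens (13 and 12, 10 and 14), the KEGG-like TGFβ pathway (28 and 23, 20 and 26) and mitochondrially encoded mRNAs (2 and 1, 0 and 2). For cholesterol synthesis in D HF against UD HF it went from 1 and 2 to 1 and 0. Of the DEGs of D versus UD, 44.3% rose, against 51.1% with median-of-ratios and 50.3% with TMM scaling.

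The DEG counts are given in the order D versus UD, D HF versus D, UD HF versus UD, D HF versus UD HF and D HF versus UD. They were 1359, 1011, 1170, 1191 and 1740. With all deposited genes, median-of-ratios or TMM scaling, the replicate block, a pseudocount of 0.5, an adjusted p under 0.01, only the compared groups in the fit or the authors' p-values, they stayed within 1323 to 1634, 978 to 1273, 1118 to 1472, 1151 to 1456 and 1697 to 2107. With a pseudocount of 0.1 they were 2257, 1953, 2128, 2135 and 2961, and with limma-voom on estimated reads 2293, 1945, 2165, 2058 and 2914. A smaller pseudocount raises the fold change of genes with few CPM by its construction. With no fold condition they were 7172, 7946, 6723, 7255 and 8840, and with a test against a fold change of 2 they were 470, 164, 328, 255 and 559, since these change the threshold itself. The 875 DEGs of the interaction became 3706 and 151 under these 2 thresholds and 710 to 1223 under the other alternatives, single libraries aside. The 221 genes that rose in D against UD and fell in D HF against D became 353 with a pseudocount of 0.1, 348 with limma-voom, 1012 with no fold condition and 33 with the test against a fold change of 2, and 206 to 275 otherwise. Without single libraries the counts stayed within 1.5 times: 1334 to 1420, 832 (without D HF replicate 2) to 1338 (without D HF replicate 3), 1061 to 1347, 1118 to 1304, 1672 to 1932, 784 to 977 for the interaction and 188 to 254 for the overlap.

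The slope of D HF versus UD HF on D versus UD was 0.433 and 0.420 to 0.434 with the other settings. Without single libraries it ranged from 0.405 (without D HF replicate 3) to 0.465 (without D HF replicate 2). The correlation of the HF response in the 2 media was 0.542, with 0.514 at a pseudocount of 0.1, 0.507 with limma-voom on estimated reads, and 0.510 (without UD replicate 2) to 0.565 (without UD replicate 1) without single libraries. The first principal component held 41.9% of the variance. It held 75.2% without the log, 32.5% with each gene scaled to unit variance, 47.4% over the 500 genes with the largest variance, 37.2% at a pseudocount of 0.1, and 38.0 to 47.0% without single libraries. The ratio of distances from D HF to UD and to D was 1.21 and fell to 0.644 without the log, which gives most weight to genes with many CPM. With the other settings it was 1.1 to 1.33, and 1.16 to 1.28 without single libraries. Apart from these constructions, the cause of the changes was not tested.

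Of 246 tests of list enrichment, 156 passed. There were 103 with no fold condition, 94 with the DEGs that rose alone and 92 with those that fell alone, where fewer genes are called each way, and 146 to 159 otherwise. Of 246 tests of list direction by camera, 125 passed at the preset correlation and 2 with an estimated correlation. With fry, which does not compare a list with other genes, 145 passed in 1 direction and 239 in either. The count was 112 to 129 with the other settings. Of 770 calls of named genes, 752 held with the replicate block, where 18 were gained and 0 lost. TMM scaling lost 17 and gained 4, median-of-ratios scaling lost 19 and gained 4, limma-voom lost 25 and gained 4, all deposited genes lost 3, a pseudocount of 0.5 lost 1 and gained 2, and one of 0.1 lost 3 and gained 4. Of 697 calls, only the compared groups in the fit lost 21 and gained 9, and the authors' p-values lost 2. Over the fits without single libraries, 312 of 9240 calls were lost and 39 gained.

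The replicate block gave 1371, 1020, 1181, 1201, 1745 and 930 DEGs, the last for the interaction. Over all groups, a library correlated best with its own number in 30 of 36 comparisons, which is a hint from the data and not the design. The block lost 5 list directions and gained 6, and lost 1 list enrichment and gained 4. Of the 25 genes of cholesterol synthesis, 4 rose and 1 fell with the block in D against UD (0 and 0 without it), 1 and 8 in UD HF against UD (0 and 3), 1 and 12 in D HF against UD HF (1 and 2) and 0 and 12 in D HF against UD (0 and 7), and the interaction was above 0 in 1 and below 0 in 10 (1 and 0). The interaction with the block was above 0 in 3 and below 0 in 2 amino acid transporters (0 and 2), 1 and 8 BMP and SMAD1/5 responsive genes (0 and 5), 4 and 7 collagens (2 and 3), 13 and 21 genes of EMT and the matrix (7 and 16), 25 and 13 of mTORC1 signalling (22 and 7) and 3 and 14 TGFβ genes named by the paper (3 and 9). In D HF against UD HF the balance of mTORC1 genes went from 22 and 21 to 23 and 26. Some other list counts moved as well, and those at a claim that moved most are given there. Depth limits genes with few reads. One read is 0.0263 to 0.0498 CPM, and a gene at the filter of 8 reads stays close to 0 on log2(CPM + 1). Genes that stay there in all groups cannot reach the fold threshold, and their absence from the DEGs is not evidence that they did not change. Leaving out a library leaves 2 in its group, whose spread is taken from all groups.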

Differences from the paper's values

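The paper's Figure 4A gives about 77% of the variance on the first principal component, about 13% on the second and about 4.3% on the third, read by eye. On log2(CPM + 1) of the 18043 genes tested, the shares were 41.9%, 33.8% and 10.4%. Of the alternatives set before the data were examined, CPM + 1 without the log gave 75.2%, 14.3% and 4.67%, which differ from the paper's by less than the limits used. The 500 genes with the largest variance came within the limits on the third component alone (6.29%). Unit variance, TMM scaling, all deposited genes, a pseudocount of 0.1, the replicate block and the omission of single libraries did not do so on any of the 3 components. The paper's text does not say whether a log was taken. The DEG counts of Figure 4B, the fold changes of Figure 5A and the means of Figure 5C do not differ by the limits used.

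The paper states that profiles of cells with HF were similar to those of undecidualized cells. On log2(CPM + 1), D HF lay nearer to D (78.1) than to UD (94.8), and the ratio of 1.21 was 1.11 to 1.36 for single D HF libraries. Without the log the ratio was 0.644 and D HF lay nearer to UD. UD HF lay nearer to UD (83.4) than to D (104) on log2(CPM + 1).

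The paper states that no integrated stress response pathway was annotated with HF. Its figure shows only the top annotated hallmark sets of each comparison. A list of 52 ATF4 and CHOP targets, which is not a hallmark set, was enriched among the DEGs of D HF against D (Fisher's exact test, adjusted p = 2.2e-13) and of UD HF against UD (adjusted p = 1.6e-29). This list was judged by its adjusted p from Fisher's exact test, with no cut to top sets. Its enrichment is thus another measure and cannot decide whether the paper's statement on pathways holds. The paper also states that expression of *ATF4* and *EIF2AK4* was not significantly changed, in a sentence on decidualization. No change of either reached the fold threshold of a DEG. At the adjusted p alone, *EIF2AK4* fell in D against UD, with a log2 fold change of -0.29 (adjusted p = 0.0079 from limma), which did not pass with median-of-ratios scaling (adjusted p = 0.054; 0.0062 to 0.054 over all alternatives), and it rose in D HF against D by 0.51 (adjusted p = 0.00017 from limma). *ATF4* did not pass in D against UD, at -0.32 (adjusted p = 0.21 from limma), or in D HF against D, at 0.36 (adjusted p = 0.15 from limma), and it rose in UD HF against UD by 0.79 (adjusted p = 0.0059 from limma).

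The paper gives EMT as the only hallmark set shared by several comparisons. Its Figure 4C shows only the top 10 annotated pathways of each comparison. Of 41 lists tested here, which are not the hallmark sets, 12 were enriched among the DEGs of all 4 comparisons of Figure 4B. EMT and extracellular matrix was among them, and 10 of the 12 were not taken from the paper. These lists were counted by an adjusted p under 0.05 from Fisher's exact test, with no cut to a top 10. The count is thus another measure and cannot decide whether the paper's statement holds.

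The paper states that TGFβ genes raised by decidualization were not raised in decidualization medium with HF, citing Figure S3B, which compares D HF with D. In that comparison *TGFB1* (-1.28), *SMAD9* (-1.99), *CDKN2B* (-1.34), *PPP2R1B* (-1.0) and *SMAD6* (-0.62) fell, by log2 fold change with an adjusted p under 0.05 from limma, and *ID1* (0.66), *ID3* (0.57) and *ID4* (0.64) did not pass. *ID3* rose with the replicate block, with only the compared groups in the fit or without UD replicate 2 (adjusted p = 0.011, 0.042 and 0.012; 0.011 to 0.28 over all alternatives). Against UD HF, a comparison that figure does not show, *TGFB1* (-0.58), *CDKN2B* (0.15, not passing), *ID1* (0.83, not passing) and *ID4* (0.67, not passing) did not rise, while *PPP2R1B* (1.04), *SMAD9* (0.94), *SMAD6* (0.57) and *ID3* (1.26) rose, with an adjusted p under 0.05 from limma. With only the compared groups in the fit *ID1* and *ID4* rose as well (adjusted p = 0.015 and 0.025; 0.015 to 0.53 and 0.025 to 0.46 over all alternatives), as did *ID4* with the replicate block (adjusted p = 0.046). Against UD the D HF libraries overlapped for *SMAD9* (39.2 to 55.5 CPM in UD, 32.3 to 66.3 in D HF and 19.7 to 25.9 in UD HF). They also did for *CDKN2B* (29.2 to 44.5 in UD and 30.0 to 40.0 in D HF). *TGFB1* was lower in D HF (40.3 to 48.7) than in UD (81.4 to 90.8), and *PPP2R1B* was higher (49.9 to 68.8 against 25.4 to 31.2).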

Other observations

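Whether genes that fell with HF encode proline-rich proteins was tested, since HF blocks the charging of tRNA with proline. The limits of this test were set ahead of its result. Over 13067 genes without collagens, the Spearman correlation of the proline share of the protein and the log2 fold change was -0.0576 in D HF against D and -0.0335 in UD HF against UD, and 0.0106 in D against UD. The hypothesis needed -0.1 or lower in both comparisons with HF, and a value above -0.05 in either was set as the limit against it. Neither value reached -0.1, and that in control medium lies above -0.05. The value in decidualization medium lies between these limits. The fold changes are of mRNA, so the test says nothing on the amounts of protein made. The test left out collagens and says nothing on them. Genes are not independent replicates.

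Across the 1359 DEGs of D versus UD, the log2 fold changes with HF (D HF versus UD HF) had a slope through 0 of 0.433 on those without HF, a Pearson correlation across genes of 0.702 and a Spearman correlation of 0.669, and 86.9% had the same sign. The median ratio was 0.603 over the genes that rose. DEGs were chosen on the response without HF, which lowers the slope. The slope was 0.405 without D HF replicate 3 and 0.465 without D HF replicate 2. The 2 comparisons share no library, and 275 genes rose and 222 fell in both, against 22.2 and 22.1 for independent lists. The HF responses in the 2 media also share no library. Across 18043 genes their Pearson correlation was 0.542 and their Spearman correlation 0.504, and 168 DEGs rose and 253 fell in both, against 11.7 and 21.8 for independent lists. Genes that fell in D against UD and rose in D HF against D numbered 97, against 18.5 for independent lists and at most 1 in 100 simulations of unchanged groups with the shared D libraries. Unchanged groups have almost no DEGs to share, so these simulations do not measure what shared libraries add where genes changed. HF in control medium shared 273 falling and 45 rising DEGs with decidualization, against 28.9 and 16.0 for independent lists. Unchanged groups simulated with the shared UD libraries shared 0 in 100 simulations, which has the same limit.

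Of 31 p53 targets, 20 rose and 3 fell (20 and 3 when adjusted over the list alone) in D HF against D and 26 rose and 1 fell in UD HF against UD (28 and 1 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0029 and 1.5e-09). Those that changed most with HF in decidualization medium were *GDF15* (2.99), *BTG2* (1.47), *MDM2* (1.35) and *TP53I3* (-1.52), by log2 fold change from limma. Of 24 amino acid transporters, 11 rose and 5 fell (11 and 5 when adjusted over the list alone) in D HF against D (Fisher's exact test, adjusted p = 9.3e-05), among them *SLC7A5* (2.51), *SLC7A2* (2.08), *SLC3A2* (1.96) and *SLC38A4* (-2.42). Of the 24 genes of proline, serine and glycine synthesis, 5 rose and 8 fell (5 and 9 when adjusted over the list alone) in D HF against UD HF. Enzymes that make proline were among those that rose, with log2 fold changes of 1.66 for *ALDH18A1*, 1.57 for *PYCR3* and 1.42 for *PYCR1*, each with an adjusted p under 0.05 from limma. Of 25 genes of cholesterol synthesis, 0 rose and 9 fell (0 and 8 when adjusted over the list alone) in D HF against D (Fisher's exact test, adjusted p = 0.0044), and 19 fell with the replicate block. The genes that fell most were *TM7SF2* (-2.91), *PCSK9* (-2.64), *EBP* (-1.66) and *LSS* (-1.55). Of 19 heat shock and immediate early genes, 13 rose and 1 fell (13 and 1 when adjusted over the list alone) in D HF against D, with 10 rising under TMM or median-of-ratios scaling. *HSPA1A* and *HSPA1B*, near-identical copies that share reads, had 1.81 and 1.93.

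When D HF was compared with UD HF, 7 of 48 genes of NF-kB and the inflammatory response rose and 23 fell (7 and 24 when adjusted over the list alone; Fisher's exact test, adjusted p = 7.1e-12). The count that rose was 4 without D HF replicate 1 or UD HF replicate 1 and 3 without D HF replicate 3. Relative to UD, D HF had 40 of 55 genes of the unfolded protein response that rose and 2 that fell (43 and 3 when adjusted over the list alone), 32 of 52 ATF4 and CHOP targets that rose and 3 that fell (33 and 3 when adjusted over the list alone), and 3 of 60 S phase and E2F targets that rose and 41 that fell (4 and 41 when adjusted over the list alone). Smooth muscle and pericyte markers also fell in D against UD (7 of 13, with 1 rising) and in D HF against UD (12 of 13, with 0 rising). Of the S phase and E2F targets, 27 rose and 0 fell (29 and 0 when adjusted over the list alone) in D HF against D, and 17 rose and 3 fell with TMM or median-of-ratios scaling. With HF in control medium 1 rose and 49 fell (2 and 50 when adjusted over the list alone).

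*HAND2* had a log2 fold change of -0.97 (standard error 0.15, adjusted p = 0.00021 from limma) in D HF against D after 4 days, while the paper's qRT-PCR after 8 days of HF (Fig. 2E), another experiment, reports it as unaffected. Of the reference genes that the paper lists for qRT-PCR, *ACTB* was lower in D than in UD at -1.37 (adjusted p = 0.00013 from limma), and *YWHAZ* at -0.76 (adjusted p = 2.3e-05 from limma). With HF in decidualization medium, *YWHAZ* rose by 0.43 (adjusted p = 0.0019 from limma) and *ACTB* had 0.19 (adjusted p = 0.46 from limma). *GAPDH* had -0.28 (adjusted p = 0.067 from limma) in D against UD, where it fell with the replicate block, a pseudocount of 0.1, limma-voom or without UD replicate 3 (adjusted p = 0.048, 0.045, 0.015 and 0.038; 0.015 to 0.23 over all alternatives). It rose by 0.48 (adjusted p = 0.0041 from limma) in D HF against D, which did not pass with median-of-ratios or TMM scaling (adjusted p = 0.065 and 0.058; 0.00049 to 0.065 over all alternatives). These are CPM of libraries scaled to their totals and say nothing on the amount of RNA per cell.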
